# A DEAD-box helicase drives the partitioning of a pro-differentiation NAB protein into nuclear foci

**DOI:** 10.1038/s41467-023-42345-9

**Published:** 2023-10-18

**Authors:** Akiko Doi, Gianmarco D. Suarez, Rita Droste, H. Robert Horvitz

**Keywords:** Gene regulation, Development, Stem-cell differentiation

## Abstract

How cells regulate gene expression in a precise spatiotemporal manner during organismal development is a fundamental question in biology. Although the role of transcriptional condensates in gene regulation has been established, little is known about the function and regulation of these molecular assemblies in the context of animal development and physiology. Here we show that the evolutionarily conserved DEAD-box helicase DDX-23 controls cell fate in *Caenorhabditis elegans* by binding to and facilitating the condensation of MAB-10, the *C. elegans* homolog of mammalian NGFI-A-binding (NAB) protein. MAB-10 is a transcriptional cofactor that functions with the early growth response (EGR) protein LIN-29 to regulate the transcription of genes required for exiting the cell cycle, terminal differentiation, and the larval-to-adult transition. We suggest that DEAD-box helicase proteins function more generally during animal development to control the condensation of NAB proteins important in cell identity and that this mechanism is evolutionarily conserved. In mammals, such a mechanism might underlie terminal cell differentiation and when dysregulated might promote cancerous growth.

## Abstract (web summary)

The mechanism of spatiotemporal gene regulation during animal development is a fundamental question in biology. Here the authors show that the DEAD-box helicase DDX-23 controls stem cell fate by driving the formation of NAB repressive transcriptional condensates.

## Introduction

During animal development, gene regulation must be temporally precise for proper cell-fate decisions to occur. The evolutionarily conserved heterochronic gene pathway regulates multiple aspects of developmental timing and governs multiple cell-fate decisions. Heterochronic genes were first discovered in *C. elegans* from genetic screens for mutants with temporal transformations in the cell fates of a stem cell-like population of hypodermal seam cells^1^. The *C. elegans* heterochronic genes execute a temporally regulated larval developmental program that drives a precise succession of events, culminating in the terminal differentiation of the seam cells and the onset of adulthood^2–5^. The mammalian homologs of these genes play critical roles in various aspects of physiology and development, including metabolism, stem-cell regulation, and fertility^6–10^. The dysregulation of heterochronic genes has been implicated in multiple cancers^6–13^, including chronic myeloid leukemia (CML)^12^ and hepatocellular carcinoma (HCC)^14^.

During *C. elegans* development, the heterochronic gene *lin-28* is expressed during the early larval stages and its protein product, LIN-28, inhibits the processing of the *let-7* microRNA (Fig. 1a)^1,4,13,15^. LIN-28 levels drop, and in the fourth and final larval stage, *let-7* microRNA levels are upregulated, silencing LIN-41 and thereby relieving *lin-29a* repression by LIN-41^16–18^. LIN-28 also acts independently of *let-*7 to downregulate *lin-29b* levels via the *hbl-1* gene during the first three larval stages^18^. During the fourth larval stage, these coordinated LIN-28 activities no longer inhibit LIN-29, which then drives exit from the (stem) cell cycle, terminal differentiation and the larval-to-adult transition^16,19^. LIN-29 is an early growth response (EGR) protein that acts in part with the NGFI-A-binding protein (NAB) transcriptional co-factor MAB-10 both to promote the expression of genes that drive terminal hypodermal seam cell differentiation and repress the expression of larval-specific hypodermal genes and to drive the onset of adulthood^20^. This process is evolutionarily conserved. For example, in mammals EGR proteins interact with NAB proteins to regulate terminal differentiation in multiple lineages^21,22^. EGR proteins have also been implicated in the regulation of luteinizing hormone LHβ expression in the pituitary gland, a key hormone involved in the onset of puberty^8,23^. Furthermore, EGR1, the mammalian homolog of LIN-29, is a barrier to the reprogramming of somatic cells into human induced pluripotent stem cells (iPSCs)^7^, highlighting the key involvement of this gene in controlling stem-cell fates. Despite the importance of the heterochronic pathway, mechanisms that regulate the transcriptional activities of the terminal effectors LIN-29 (EGR) and MAB-10 (NAB) remain largely unknown.

**Fig. 1:**
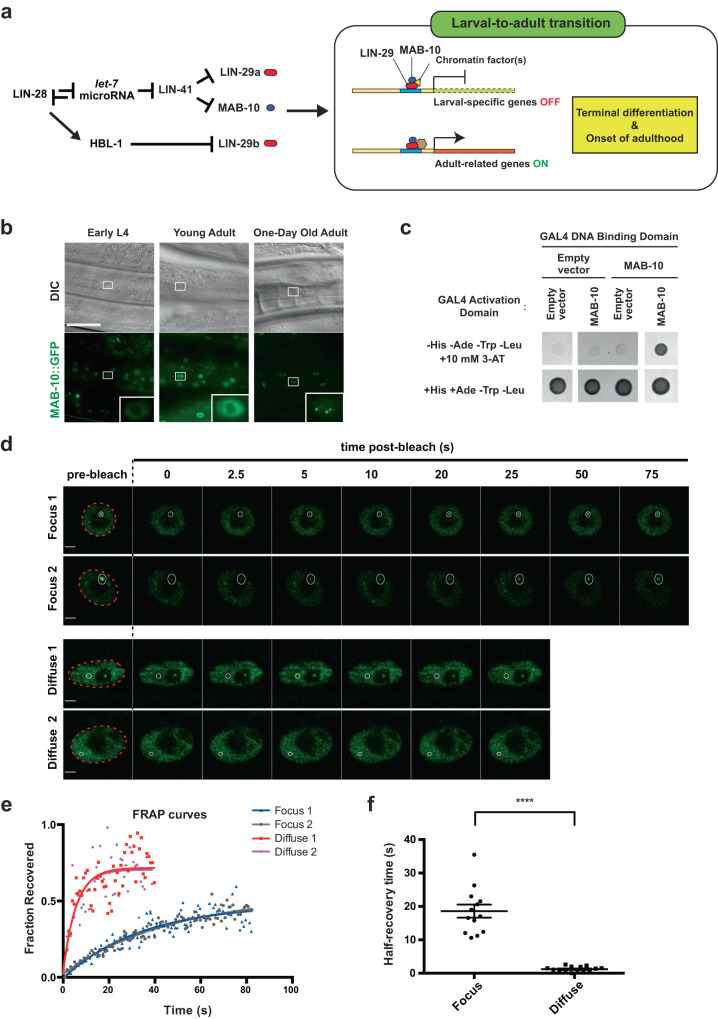
MAB-10 protein forms dynamic nuclear foci. **a** Known gene regulatory interactions in the heterochronic pathway. LIN-29 (red) and MAB-10 (blue) act together on a subset of LIN-29 target genes to downregulate larval-specific genes and turn on adult-related genes. **b** Differential interference contrast (DIC) and confocal GFP fluorescence images of hypodermal cells in early L4, young adult, and 1-day-old adult wild-type animals expressing the translational reporter *n5909 [mab-10::gfp]*, which tags the endogenous *mab-10* gene locus with *gfp*. Images are representative of ten animals. Scale bar, 40 μm. **c** Yeast two-hybrid spot assay showing the self-interaction of MAB-10 protein (upper right spot) in quadruple drop-out plates (-His/-Ade/-Trp/-Leu) containing the competitive inhibitor of histidine synthesis 3-AT. **d** Representative confocal fluorescent images of individual frames from in vivo fluorescence recovery after photobleaching (FRAP) time-lapse studies of two MAB-10 nuclear foci (“Focus”) and two diffuse MAB-10::GFP signals (“Diffuse”) in hypodermal nuclei of 1-day-old wild-type adults expressing the reporter *n5909 [mab-10::gfp]*. Images are representative of *n* = 13 (for “Focus”) and *n* = 14 (for “Diffuse”) independent experiments examining the MAB-10::GFP signal. Dotted red circle, nuclear circumference; white circle, focal area of laser bleaching and region of measurement; scale bars, 2 μm. **e** FRAP curves quantifying observations from the experiments shown in (**c**) (two MAB-10 nuclear foci (“Focus”, red and pink) and two diffuse MAB-10::GFP signals (“Diffuse”, blue and gray) in hypodermal nuclei). Fluorescence intensity measurements in the area of laser bleaching, normalized by considering the pre-bleach fluorescence intensity to be 1 and post-bleach intensity to be 0, are shown. *t* = 0, time measuring pre-bleaching intensity. **f** Half-maximal recovery times from FRAP data for 13 experiments examining MAB-10::GFP in foci (“Focus”) and 14 experiments examining MAB-10::GFP diffuse signal (“Diffuse”). Error bars, mean value +/− SEM. ****P = 1.278 × 10^−6^ (two-sided *t* test). Source data for (**e**, **f**) are provided as a Source Data file.

To better understand mechanisms that control the activity of the *C. elegans* developmental timing NAB protein MAB-10, we analyzed MAB-10 genetically and biochemically. Here we report that the formation of MAB-10 nuclear foci is facilitated by the DEAD-box helicase protein DDX-23, which binds to the MAB-10 protein and functions as a regulator of stem-cell fate. We propose that MAB-10 protein condensates control the transcriptional landscape in terminally differentiated seam cells. We further propose that the interaction between DDX-23 and MAB-10 is evolutionarily conserved, that a similar mechanism regulates mammalian stem-cell development and the onset of puberty, and that misregulation of this process can promote cancer progression.

## Results

### MAB-10 protein forms nuclear foci in vivo

To better define the role of MAB-10 during *C. elegans* development, we characterized the MAB-10 expression pattern and MAB-10 protein dynamics. To examine MAB-10 expression and localization under native regulatory control, we endogenously tagged the C-terminus of the *mab-10* genomic locus with GFP using the CRISPR-Cas9 genome editing technology. The MAB-10::GFP animals did not display any of the phenotypic abnormalities characteristic of *mab-10(lf)* mutants, indicating that this GFP-tagged *mab-10* locus maintains *mab-10* function. MAB-10::GFP expression turned on in the nuclei of two classes of epithelial-like cells—hypodermal cells and seam cells—in the early L4-stage. As the animals completed the larval-to-adult transition and became young adults, MAB-10::GFP expression increased and became localized throughout nuclei as well as in nuclear foci. In 1-day-old adults, most of the MAB-10::GFP signal was localized to nuclear foci (Fig. 1b). The tissue expression patterns as well as the subcellular localization of MAB-10::GFP were in agreement with previous work from our laboratory studying a transgenic strain expressing MAB-10::GFP in a *mab-10(lf)* background^20^.

Protein self-interaction is a common feature of proteins found in nuclear bodies^24,25^. Using a yeast two-hybrid spot assay, we showed that MAB-10 proteins can self-interact (Fig. 1c), suggesting that MAB-10 self-association might facilitate MAB-10 localization to nuclear foci. To examine the dynamic properties of the MAB-10 nuclear foci, we performed fluorescence recovery after photobleaching (FRAP) studies and time-lapse imaging of MAB-10::GFP foci in vivo using 1-day-old adults (Fig. 1d). We found that MAB-10::GFP foci recovered fluorescence more slowly after photobleaching than did diffuse MAB-10::GFP in the hypodermal nuclei in which the fluorescence was distributed throughout the nucleus (Fig. 1d, e). The half-maximal fluorescence recovery time, a measure of the MAB-10 protein exchange rate between the photobleached spot and the surrounding environment, was substantially longer for foci (*t*_1/2_ of ~18.6 s) than for the diffuse MAB-10::GFP signal in the hypodermal nuclei (*t*_1/2_ of ~1.2 s) (Fig. 1f). The reduced mobility of MAB-10 proteins in nuclear foci as revealed by FRAP data suggests that diffusion barriers affect kinetic properties of the molecules within these structures.

### DDX-23 is a regulator of stem-cell fate in *C. elegans* hypodermal seam cells

While *lin-29* mutants fail at all of the events that characterize the larval-to-adult transition, *mab-10* mutants fail at only a subset of these events^20^ (Supplementary Fig. 1a), suggesting that there are factors that act with or in parallel to MAB-10 in controlling terminal seam cell differentiation and the onset of adulthood. To identify such factors, we performed a mutagenesis screen using a reporter for the adult-specific *col-19* collagen gene, a downstream target gene of the heterochronic pathway that is highly expressed in the adult hypodermis^3,26^. In wild-type adults the *col-19::GFP* fluorescent reporter *maIs105* is upregulated, whereas in *lin-29* mutant adults this reporter is not expressed. In *mab-10* mutant adults *col-19::GFP* expression is reduced relative to that in wild-type animals (Supplementary Fig. 1b). We screened *mab-10(lf)* mutants for second-site mutations that further reduced their low *col-19* expression level (Fig. 2a). From this screen, we isolated two causal mutations (*n5703* and *n5705*) that proved to be distinct alleles of the gene *ddx-23* (Fig. 2b and Supplementary Fig. 1c). Each of these *ddx-23* mutations alone caused reduction of *col-19*::GFP expression in adult hypodermal cells in a wild-type background (Fig. 2c and Supplementary Fig. 1d). Expressing a wild-type copy of the *ddx-23* gene (using *ddx-23(+)* transgenes) in worms with *ddx-23* mutations restored *col-19* expression (Fig. 2b, c). We note that the strain with the mutation *ddx-23(n5705)* carried two different DDX-23 missense mutations, S365N and I383F. We recreated these two mutations individually using CRISPR-Cas9, examined the phenotypes of the two single-mutant strains (Supplementary Fig. 2a–d), and concluded that the DDX-23[I383F] mutation was responsible for the visible phenotypic abnormalities of the original screen isolate (Fig. 2c, g and Supplementary Fig. 2b–d). For simplicity, we refer to this mutation as *n5705*. These observations established that *ddx-23* loss-of-function reduces *col-19* expression levels, and that *ddx-23*, like *lin-29*, is required for *col-19* upregulation in the adult.

**Fig. 2:**
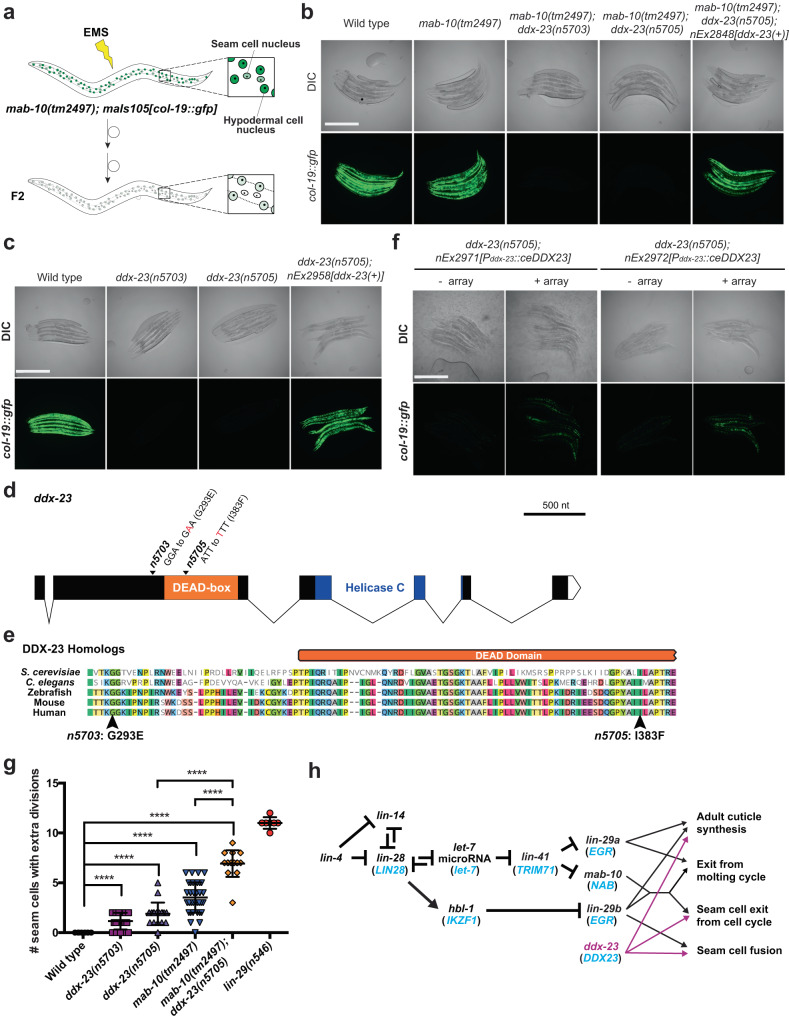
DDX-23 is evolutionarily conserved and functions in hypodermal stem cell biology. **a** Schematic of the F2 non-clonal *mab-10* enhancer screen to identify factors that act with or in parallel to MAB-10. *mab-10(tm2497)* mutants were ethyl methanesulfonate (EMS)-mutagenized, and F2 progeny were screened for second-site mutations that further reduced the low hypodermal *col-19* expression levels of *mab-10(tm2497)* mutants. **b** The *mab-10* enhancer screen isolated two alleles (*n5703* and *n5705*) of *ddx-23*. The *ddx-23(+)* transgene *nEx2848*, which contains wild-type *ddx-23*, rescued the low *maIs105* GFP expression. Representative DIC and GFP fluorescence micrographs of five animals per genotype are shown of *C. elegans* adults of the genotypes indicated and grown at 20 °C. Scale bar, 500 μm. **c** Representative DIC and GFP fluorescence micrographs of wild-type and *ddx-23* single mutant adult animals grown at 20 °C. Images are representative of five animals per genotype. The *ddx-23(+)* transgene *nEx2958*, which contains wild-type *ddx-23* tagged with *tagRFP-T*, rescued the low *maIs105* GFP expression. Scale bar, 500 μm. **d** Schematic of *ddx-23* gene structure. DEAD-box domain (orange) and helicase C domain (blue) are depicted. The *ddx-23(n5703)* and *ddx-23(n5705)* mutations isolated from the *mab-10* enhancer screen are indicated. **e** Sequence alignments of DDX-23 homologs from *S. cerevisiae* (Prp28), zebrafish (Ddx23), *Mus musculus* (DDX23), and *Homo sapiens* (DDX23). Only the region surrounding amino acid residues G293 and I383, which are altered by the *ddx-23* mutations *n5703* and *n5705*, respectively, is shown. Arrows indicate the completely conserved G293 and I383 residues. **f** Representative micrographs of *maIs105[col-19::gfp]* reporter GFP expression in 1-day-old *ddx-23(n5705)* adults with or without the transgene overexpressing human *DDX23* (*ceDDX23*). Images are representative of 5–8 animals per genotype. Scale bar, 500 μm. **g** Number of seam cells that underwent extra seam cell division, scored in 1-day-old adults in wild-type (*n* = 8), *ddx-23(n5703)* (*n* = 19), *ddx-23(n5705)* (*n* = 18), *mab-10(tm2497)* (*n* = 36), *mab-10(tm2497);ddx-23(n5705)* (*n* = 15), and *lin-29(n546)* (*n* = 7) animals. Error bars, mean value +/− SD. ****P < 0.0001 (two-sided *t* test). *P* = 1.0 × 10^−5^ (wild-type vs. *ddx-23(n5703)*), *P* = 1.8 × 10^−6^ (wild-type vs. *ddx-23(n5705)*), *P* = 7.8 × 10^−16^ (wild-type vs. *mab-10(tm2497)*), *P* = 9.9 × 10^−12^ (wild-type vs. *mab-10(tm2497);ddx-23(n5705)*), *P* = 8.8 × 10^−9^ (*mab-10(tm2497)* vs. *mab-10(tm2497);ddx-23(n5705)*), and *P* = 5.6 × 10^−12^ (*ddx-23(n5705)* vs. *mab-10(tm2497);ddx-23(n5705)*). **h** Proposed role of the *ddx-23* gene in the heterochronic pathway. DDX-23 acts with MAB-10 to control seam cell exit from the cell cycle but acts independently of MAB-10 to control seam cell fusion in adults. The human homologs of the *C. elegans* heterochronic genes are indicated in blue. Source data for (**g**) is provided as a Source Data file.

The *ddx-23* gene encodes a member of the evolutionarily conserved DEAD-box helicase protein family (Supplementary Fig. 1e). DEAD-box proteins are generally involved in RNA biogenesis and in humans the DEAD-box protein is a component of the spliceosomal U5 snRNP complex. In *C. elegans*, DDX-23 has been shown to regulate tissue differentiation^27^ and support microRNA biogenesis^28^. Null mutations of *ddx-23* cause embryonic lethality^28^. The two mutations we isolated with phenotypic consequences are missense mutations (G293E and I383F) of amino acid residues that are highly conserved among DDX-23 homologs (Fig. 2d, e) and likely cause a partial loss of the *ddx-23* gene function. We examined DDX-23 expression by generating a transgenic strain that contains the translational reporter *n6092 [tagRFP-T::ddx-23]*, which tags the endogenous *ddx-23* gene locus with *tagRFP-T*. tagRFP-T::DDX-23 was expressed at all stages of development and broadly in the nuclei of multiple tissues throughout the animal, including the hypodermal cells and seam cells (Supplementary Fig. 2e).

To ascertain if human DDX23 functions similarly to *C. elegans* DDX-23, we asked if the expression of a transgene encoding human DDX23 (codon-optimized for *C. elegans* expression), *ceDDX23*, could rescue the low *col-19* expression phenotype of *ddx-23* mutants. Since the brood size of *ddx-23* mutants are small and transgenic lines were difficult to establish, we scored F1 progeny from the injections as well as those transgenic line that we were able to obtain. All of the 20 F1 progeny (i.e., positive for the co-injection marker) obtained from the injection of *ddx-23* mutants with *ceDDX23* had full or partially rescued *col-19::GFP* expression, and the transgenic lines established from this experiment also partially rescued the low *col-19::GFP* expression in *ddx-23* mutants (Fig. 2f and Supplementary Fig. 1f). This result indicates that the *C. elegans ddx-23* and human *DDX23* genes likely function similarly and act in similar molecular genetic pathways, highlighting the evolutionarily conserved nature of *ddx-23* in stem-cell fate determination.

Because *col-19* encodes an adult-specific collagen and low *col-19* expression in *ddx-23* mutants (Fig. 2c) suggests a defect in the larval-to-adult transition, we asked if partial loss-of-function *ddx-23* mutants are defective in other aspects of the onset of adulthood. We first examined the formation of the adult lateral alae, distinct longitudinal cuticular structures, using electron microscopy. *ddx-23* mutants had partially disrupted alae (Supplementary Fig. 2f), consistent with the previous finding that the disruption of *col-19* function leads to defects in adult-specific alae structure^29^. Furthermore, like *mab-10* mutants, *ddx-23* mutants had seam cells that underwent extra divisions, and a *ddx-23* mutation enhanced the supernumerary-seam cell phenotype of *mab-10* mutants (Fig. 2g). In addition, in *ddx-23* mutant adults some seam cells failed to undergo the terminal fusion characteristic of the larval-to-adult transition of wild-type animals (Supplementary Fig. 2g). Like *ddx-23* single mutants, *mab-10 ddx-23* double mutants also showed a defect in seam cell fusion. *mab-10* does not function in this terminal fusion process^20^. We conclude that *ddx-23* plays multiple roles in the heterochronic pathway and the larval-to-adult transition, working with or in parallel to *mab-10* to control seam cell exit from the cell cycle while also functioning independently of *mab-10* in regulating seam cell fusion and adult alae formation (Fig. 2h and Supplementary Fig. 1a).

### DDX-23 controls MAB-10 nuclear foci formation

To examine how DDX-23 and MAB-10 function together to control seam cell exit from the cell cycle, we first tested the localization of DDX-23 and MAB-10 in vivo by using a transgenic strain that co-expresses MAB-10::GFP and tagRFP-T::DDX-23, both of which are fluorescently tagged at their endogenous locus. We observed that both MAB-10::GFP and tagRFP-T::DDX-23 are expressed in the nuclei of hypodermal cells and seam cells and that they colocalize to nuclear foci (Fig. 3a). We confirmed that the *C. elegans* MAB-10 protein can physically interact with DDX-23 in yeast two-hybrid spot assays. We observed interactions between MAB-10 and DDX-23 (Fig. 3b). We further examined the interaction between DDX-23 and MAB-10 in vivo in *C. elegans* using a split GFP (spGFP) system^30,31^ (Fig. 3c). We tagged DDX-23 with the N-terminal fragment of GFP (spGFPN) and MAB-10 with the C-terminal portion of GFP (spGFPC) and drove the expression of both by the seam cell promoter *P*_*ceh-16*_. GFP fluorescent signal should be detected only when the proteins containing the two spGFP fragments physically interact with each other. We found that DDX-23 interacted with MAB-10 in vivo in living *C. elegans* (Fig. 3d); no GFP signal was observed when an empty spGFPC control tag was used. This spGFP experiment also allowed us to identify the subcellular locations where DDX-23 and MAB-10 proteins interact. We observed diffuse spGFP signal in the seam cell nuclei along with distinct nuclear foci with concentrated spGFP fluorescence within these nuclei (Fig. 3d, inset). We then asked if these nuclear foci at which DDX-23 and MAB-10 interact are the same sites at which MAB-10 condensates form. We generated a transgenic reporter strain that expresses an *mCherry* translational reporter for MAB-10 (*P*_*mab-10*_*::mab-10::mCherry*) as well as the spGFP constructs that we used to observe the interaction between DDX-23 and MAB-10 (DDX-23-spGFPN and MAB-10-spGFPC). We showed by co-localization of the mCherry and GFP signals that the MAB-10 nuclear foci are indeed the sites of interaction between DDX-23 and MAB-10 (Fig. 3e). We note that the addition of the *mCherry* translational reporter for MAB-10 (*P*_*mab-10*_*::mab-10::mCherry*) to the spGFP experiment reduced the brightness and distinct nature of the DDX-23-MAB-10 spGFP foci; the overexpressed MAB-10::mCherry from the extrachromosomal array might have competed with MAB-10::spGFPC for the binding to DDX-23::spGFPN. Together, these data support the conclusion that MAB-10 and DDX-23 proteins interact at nuclear foci.

**Fig. 3:**
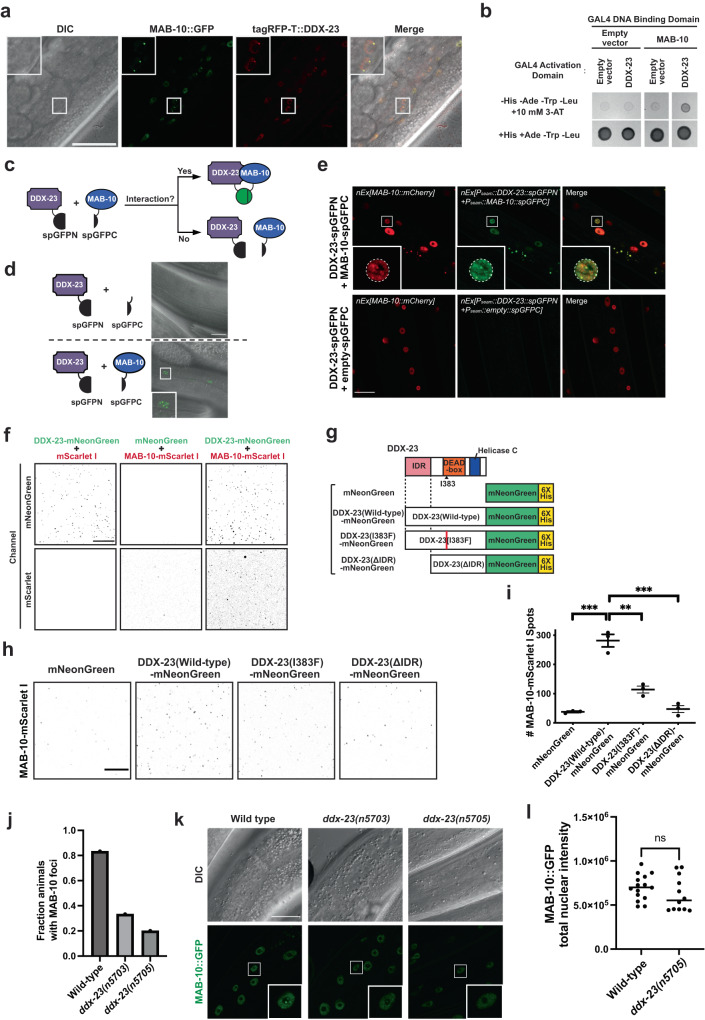
DDX-23 enhances the partitioning of MAB-10 proteins into nuclear foci. **a** Representative confocal fluorescent images of 4 animals expressing *n5909*[MAB-10::GFP] (green channel) and *n6092[tagRFP-T::ddx-23]* (red channel), which fluorescently tag *mab-10* and *ddx-23*, respectively, at their endogenous loci. Inset: Hypodermal nuclei. Scale bar, 40 μm. **b** Yeast two-hybrid spot assay showing the interaction of DDX-23 protein fused to the GAL4 activation domain (upper right spot) but not of a control with the GAL4 activation domain-only (“Empty vector”) protein with MAB-10 protein fused to the GAL4 DNA-binding domain in quadruple drop-out plates (-His/-Ade/-Trp/-Leu) containing the competitive inhibitor of histidine synthesis 3-AT. **c** Schematic representation of the split GFP (spGFP) approach for assessing protein-protein interactions in vivo. Animals expressed an N-terminal GFP fragment (spGFPN) fused to DDX-23 (purple) in combination with a C-terminal GFP fragment (spGFPC) fused to MAB-10 (blue). A physical interaction between the DDX-23::spGFPN and MAB-10::spGFPC proteins leads to the emission of green fluorescence (depicted as a green circle). **d** Representative confocal images (merged DIC and GFP channels) of spGFP experiments using DDX-23::spGFPN and MAB-10::spGFPC (or spGFPC by itself as a control). Images are representative of 8–10 animals per experimental condition. Scale bar, 20 μm. **e** Confocal fluorescence images of animals expressing a MAB-10 translational reporter (*P*_*mab-10*_*::mab-10::mCherry::mab-10 3’UTR*; red channel*)*, DDX-23::spGFPN and MAB-10::spGFPC (or empty spGFPC as a control; green channel). Image is representative of five animals per condition. Inset: seam cell. Dotted white circle, nuclear circumference; scale bar, 20 μm. **f** Representative images of in vitro assays testing heterotypic interactions of purified DDX-23-mNeonGreen and MAB-10-mScarlet I (right panel pairs). DDX-23-mNeonGreen can self-interact in the presence of mScarlet I alone (left panel pairs). MAB-10-mScarlet I can self-interact in the presence of mNeonGreen alone (middle panel pairs) but interaction is enhanced in the presence of DDX-23-mNeonGreen (right panel pairs). Images are representative of three independent experiments. Micrographs were color-inverted for better visualization. Scale bar, 200 μm. **g** Schematic view of control mNeonGreen protein alone, wild-type DDX-23-mNeonGreen, mutant DDX-23(I383F)-mNeonGreen, and a DDX-23 protein lacking its IDR (DDX-23(ΔIDR)-mNeonGreen) used for recombinant protein production. **h** Representative images of in vitro interaction assays of control mNeonGreen protein alone, wild-type DDX-23-mNeonGreen, mutant DDX-23(I383F)-mNeonGreen, and DDX-23(ΔIDR)-mNeonGreen, each with purified MAB-10-mScarlet I. Images are representative of three independent experiments. Micrographs were color-inverted for better visualization. Scale bar, 50 μm. **i** Quantification of the number of MAB-10 spots when mixed in heterotypic assays with an mNeonGreen alone control, wild-type DDX-23, mutant DDX-23[I383F] or DDX-23(ΔIDR) in three independent experiments. Error bars, mean value +/− SEM. ***P = 0.0004 (mNeonGreen vs. DDX-23(WT)-mNeonGreen), ***P = 0.0007 (DDX-23(WT)-mNeonGreen vs. DDX-23(ΔIDR)-mNeonGreen) and **P = 0.0024 (DDX-23(WT)-mNeonGreen vs. DDX-23[I383F]-mNeonGreen) (two-sided *t* tests). **j** Fraction of animals with discrete MAB-10 foci in 1-day-old wild-type, *ddx-23(n5703)*, and *ddx-23(n5705)* adults. *n* = 30 independent animals were scored for each genotype. All strains contain the reporter *n5909 [mab-10::gfp]*. **k** DIC and confocal fluorescent images of hypodermal cells in 1-day-old wild-type, *ddx-23(n5703)* and *ddx-23(n5705)* adults expressing the reporter *n5909 [mab-10::gfp]*. Images are representative of 12–15 animals per genotype. Scale bar, 20 μm. **l** Corrected total fluorescent intensity of MAB-10::GFP in the hypodermal nuclei of 1-day-old wild-type (*n* = 15) and *ddx-23(n5705)* (*n* = 12) adults expressing the reporter *n5909 [mab-10::gfp]*. ns not significant, *P* = 0.2381 (two-sided *t* test). Source data for (**i**, **j**, **l**) are provided as a Source Data file.

Both DDX-23 and MAB-10 proteins contain large intrinsically disordered regions (IDRs) (Supplementary Fig. 3a). Interactions between IDRs can act as a driving force for protein condensation into sub-nuclear bodies^32^. We tested if DDX-23 and MAB-10 can form homotypic interactions in vitro and found that both purified recombinant DDX-23-mNeonGreen fusion protein (Supplementary Fig. 3b–e) and MAB-10-mScarlet I fusion protein (Supplementary Fig. 3f–h) showed homotypic interactions. DDX-23 formed homotypic interactions readily, while MAB-10 was less efficient at forming MAB-10 spots in an homotypic assay as indicated by the quantification of fluorescent spots (Supplementary Fig. 3e, h).

Since our in vivo data showed that DDX-23 and MAB-10 proteins interact at nuclear foci (Fig. 3c–e), we next asked whether the DDX-23 protein influences the incorporation of MAB-10 protein into these nuclear structures. We assessed the in vitro formation of MAB-10–mScarlet I protein condensates in the presence or absence of a DDX-23–mNeonGreen fusion protein. The MAB-10 protein condensed more efficiently (~3.5-fold, *P* < 0.001) in the presence of DDX-23 (Fig. 3f–i and Supplementary Fig. 3i), indicating that DDX-23 can facilitate the condensation of MAB-10 protein. As shown above, the DDX-23 missense mutation I383F causes a defect in seam cell fate (Fig. 2 and Supplementary Fig. 2). We asked if this mutation can influence MAB-10 foci formation by testing the ability of MAB-10 to be incorporated into MAB-10 structures in a heterotypic assay with DDX-23[I383F] protein. The efficiency of MAB-10 incorporation into MAB-10 structures in vitro was reduced by ~60% (*P* = 0.0024) in the presence of mutant DDX-23[I383F] protein as compared to wild-type protein (Fig. 3g–i). We next asked how the IDR of DDX-23 might influence MAB-10 condensate formation. Specifically, using heterotypic assays of MAB-10 and DDX-23 proteins, we observed a 76% reduction (*P* < 0.01) in the number of MAB-10 structures formed in assays involving DDX-23 lacking its IDR (DDX-23(ΔIDR), Fig. 3g) compared to the number formed in assays performed with wild-type DDX-23 (Fig. 3h, i). These results suggest that in addition to the DEAD-box domain the low-complexity IDR of DDX-23 is also involved in driving the condensation of MAB-10.

We examined the ability of DDX-23 to facilitate the formation of MAB-10 foci in vivo by comparing MAB-10::GFP foci in wild-type and *ddx-23* mutants. We found that for the *n5703* and *n5705* alleles of *ddx-23*, the number of animals with MAB-10::GFP foci in adult hypodermal nuclei was reduced by 60% (*P* = 0.0002) and 76% (*P* < 0.0001), respectively (*n* = 30 for each genotype) (Fig. 3j, k) while the total nuclear intensity of MAB-10::GFP remained largely unchanged (Fig. 3l). This result indicates that wild-type DDX-23 protein functions in vivo to facilitate MAB-10 condensate formation in the nuclei of hypodermal and seam cells in adult animals.

### LIN-29 and MAB-10 colocalize in repressive condensates and silence larval genes, including *hedgehog*-related genes

Since MAB-10 is a co-factor for the transcription factor LIN-29 and co-regulates genes involved in terminal differentiation, we examined the relationship between LIN-29 expression and the timing of the appearance of MAB-10 foci. We generated and examined a transgenic strain that contains the translational reporter *n5908 [lin-29::gfp]*, which tags the endogenous *lin-29* locus with GFP, and an *mCherry* translational reporter for MAB-10 (*P*_*mab-10*_*::mab-10::mCherry*). We found that LIN-29 and MAB-10 proteins colocalized at nuclear foci in the hypodermal seam cells of adult animals (Fig. 4a). We next asked whether LIN-29 foci formation is dependent on MAB-10 or DDX-23 proteins. We examined the expression of LIN-29::GFP in *mab-10*, *ddx-23*, or *mab-10; ddx-23* double mutants and showed that LIN-29 foci were formed in the adult hypoderm in a MAB-10- and DDX-23-independent manner (Fig. 4b).

**Fig. 4:**
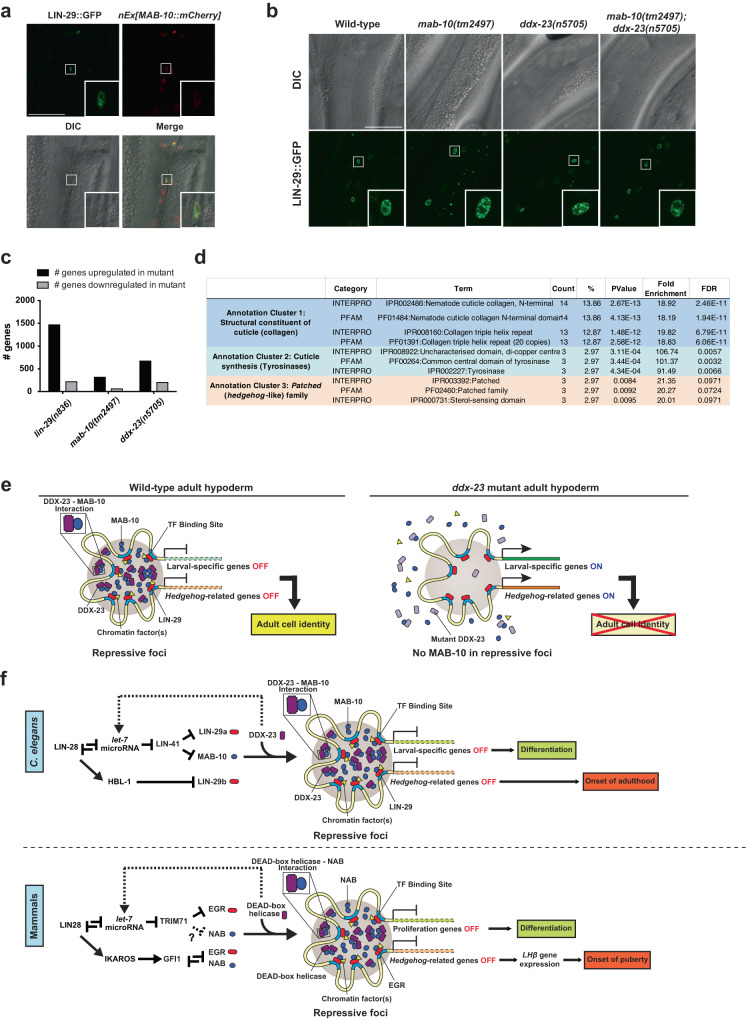
DDX-23-driven formation of MAB-10 (NAB) nuclear foci might control terminal differentiation and the onset of adulthood by transcriptionally repressing LIN-29 (EGR) target *hedgehog* and larval-specific genes. **a** Representative confocal fluorescent images of five animals expressing *n5908[lin-29::gfp]* (green channel), which fluorescently tags *lin-29* at its endogenous locus, and *nEx3004[MAB-10::mCherry]* (red channel). Inset: Hypodermal seam cell nuclei. Scale bar, 40 μm. **b** DIC and confocal fluorescent images of hypodermal cells in 1-day-old wild-type, *mab-10(tm2497), ddx-23(n5705)* and *mab-10(tm2497); ddx-23(n5705)* adults expressing the reporter *n5908[lin-29::gfp]*. Images are representative of 5-8 animals per genotype. Scale bar, 40 μm. **c** RNA-Seq analysis of *lin-29*, *mab-10*, and *ddx-23* mutant adults. The number of genes upregulated (black) and downregulated (gray) relative to wild-type adults are shown for the indicated genotypes. **d** Protein domain enrichment analysis of genes that are upregulated in *lin-29*, *mab-10*, and *ddx-23* mutant adults, as identified by RNA-Seq analysis. Statistical tests were performed according to DAVID functional annotation tools^76,77^, where Fisher’s exact test was used to determine *P* values and false discovery rates were calculated by the Benjamini–Hochberg procedure to correct for multiple testing. **e** A proposed model for how DDX-23-driven formation of MAB-10 nuclear foci controls LIN-29/MAB-10 co-regulated target gene repression in the adult hypoderm. DDX-23 binds to and enhances the partitioning of MAB-10 proteins into repressive foci, causing silencing of LIN-29/MAB-10 co-repressed target genes—including larval-specific and *Hedgehog*-related genes—and thereby defining adult cell identity (left panel). Loss-of-function mutations in *ddx-23* reduce MAB-10 partitioning into LIN-29 repressive foci and upregulate LIN-29/MAB-10 co-repressed genes including larval-specific and *Hedgehog*-related genes, resulting in a failure to maintain adult cell identity (right panel). Color key for proteins are as follows: DDX-23 (purple), MAB-10 (blue), LIN-29 (red), chromatin factor (yellow). **f** Models for how the heterochronic pathway regulates cell differentiation and the juvenile-to-adult transition in *C. elegans* (upper panel) and mammals (lower panel). For example, LIN28 signaling in mammals (LIN-28 signaling in *C*. elegans) coordinates the expression of EGR (*C. elegans* LIN-29) and NAB (*C. elegans* MAB-10) proteins, both *let-7* microRNA-dependently via TRIM71 (mammalian homolog of the *C. elegans* LIN-41) and *let-*7-independently via IKAROS (mammalian homolog of the *C. elegans* HBL-1) and GFI1. The formation of nuclear foci that contain NAB (MAB-10) proteins is facilitated by a DEAD-box helicase protein (DDX-23) and function to transcriptionally repress EGR (LIN-29) target genes including proliferation-related genes and *hedgehog*-related genes. The repression of proliferation-related genes leads to cellular differentiation, while *Hedgehog* signaling leads to luteinizing hormone LHβ expression and the onset of puberty. DDX-23 was previously described to play a role in the primary microRNA processing of *let-7* microRNA^28^ (dotted lines), possibly providing a feedback regulatory loop in this pathway. Source data for (**c**) is provided as a Source Data file.

We next examined the roles of LIN-29, MAB-10 and DDX-23 in regulating gene expression. Since MAB-10 functions as a transcriptional co-factor for LIN-29 to regulate a subset of LIN-29 target genes and our data showed that adult-specific MAB-10 nuclear foci formation was in part facilitated by DDX-23, we performed RNA sequencing (RNA-Seq) studies of *lin-29*, *mab-10*, and *ddx-23* mutant adults and compared their gene expression profiles to that of wild-type adults. 

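RNA of young adults of 4 genotypes was sequenced, with 3 libraries each. The genotypes are the wild-type and mutants of *lin-29* (allele n836), of *mab-10* (allele tm2497) and of *ddx-23* (allele n5705). All 4 strains carry the *col-19::gfp* reporter transgene, so the wild-type here is the reporter strain rather than the plain reference strain. The zinc-finger transcription factor LIN-29 ends larval development of the hypodermis, and *mab-10* encodes its NAB co-factor. The third gene, *ddx-23*, encodes a DEAD-box helicase of the spliceosome. The authors mapped the reads with STAR 2.5.3a and quantified genes with RSEM 1.3.0. They gave the level of each gene in each library as log2(FPKM+1), where FPKM is fragments per kilobase of transcript and per unit of mapped reads. The values cover 46761 genes, of which 26789 are at 0 in every library. From there, the 14199 genes with an FPKM of at least 1 in at least 3 libraries were tested with limma in one model over the 12 libraries, with Benjamini-Hochberg adjustment within each mutant. A gene was called higher or lower at an adjusted p under 0.05 and a difference over 1 on this scale, the 2-fold threshold of the Methods. Members of gene lists were counted by the adjusted p alone, with no fold threshold. The DESeq2 test of the Methods needs read counts, which these values do not hold. Since 1 is added to each FPKM, a difference understates the fold of genes with low levels. The number of reads per library is unknown. Relative depth was estimated from the commonest ratio between 2 libraries among genes with an FPKM of 0.1 to 1. It ranged from 0.849 (*mab-10* replicate 3) to 1.12 (*lin-29* replicate 1). As a median over pairs, 12.8% of these genes lay within 0.05 of that ratio on the log2 scale. Of 66 pairs, 2 lay over 0.1 from the fitted depths. The largest misfit was 0.57 for *mab-10* replicates 1 and 2 and 0.41 for *lin-29* replicate 1, so the depths are rough. Between 127 and 446 of the tested genes were at 0 in a library. The median difference over all tested genes was 0.19 in *lin-29*, 0.14 in *mab-10* and 0.094 in *ddx-23* mutants, and scaling by the median ratio between libraries moved it to 0.029, -0.002 and -0.007. The library numbers have equally wide gaps between 3235 and 3239 and between 3244 and 3248, so they alone do not set a cut. After the values had been seen, the libraries were divided at the latter gap. The earlier series holds wild-type replicates 1 and 2, *lin-29* replicate 1, *mab-10* replicate 1 and all *ddx-23* replicates. The later series holds the other 5. Along the first principal component, which held 45.0% of the variance, each later wild-type, *lin-29* and *mab-10* library lay above the earlier libraries of its genotype. Because the cut was made with the values in view, such separation is not independent evidence for it. With the series as a term of the limma model, 896 genes were higher and 90 lower in the later series, and *ddx-23* mutants have no library there.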

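Compared with wild-type adults, 1577 genes were higher and 120 lower in *lin-29* mutants, 128 were higher and 19 lower in *mab-10* mutants, and 667 were higher and 57 lower in *ddx-23* mutants. The largest increase in *lin-29* mutants was that of *cpr-5*, which encodes a cathepsin B-like protease, by 8.71 on the log2 scale (standard error 0.23, adjusted p = 3.82e-09 from limma), and it was 6.83 higher in *mab-10* mutants (adjusted p = 1.04e-07). In *ddx-23* mutants the largest was that of *nlp-34*, an antimicrobial peptide gene, by 6.45 (standard error 0.84, adjusted p = 9.72e-04 from limma). Among the lower genes were the collagens *col-143* and *col-181* in *lin-29* mutants, which fell by 6.09 and 5.56, *fipr-13* in *mab-10* mutants, which fell by 3.84, and the F-box gene *fbxb-14* in *ddx-23* mutants, which fell by 2.57. Higher genes made up 92.9% of the calls in *lin-29*, 87.1% in *mab-10* and 92.1% in *ddx-23* mutants. The shares were 88.3%, 77.6% and 87.4% after scaling by the median ratio and 67.1%, 63.6% and 75.2% after quantile normalization. The median difference of the higher genes was 1.81, 1.48 and 1.63 in the same order, and that of the lower genes -1.62, -2.15 and -1.28. The 3 mutant and 3 wild-type libraries did not overlap, in either direction, for 29.8% of all tested genes in *lin-29*, 18.1% in *mab-10* and 33.5% in *ddx-23* mutants, where chance gives 10%. The number of genes higher in *mab-10* mutants was 993 without wild-type replicate 3, 1049 without *mab-10* replicate 1 and 200 without *lin-29* replicate 1. It was 55, 40, 45, 41, 85, 84 and 81 without wild-type replicates 1 and 2, *mab-10* replicates 2 and 3 and *ddx-23* replicates 1, 2 and 3. The number lower there was 185 without wild-type replicate 3, 78 without *mab-10* replicate 1, 11 without wild-type replicate 1, wild-type replicate 2 or *mab-10* replicate 2 and 9 without *mab-10* replicate 3. In *lin-29* mutants 189 were lower without wild-type replicate 3. In *ddx-23* mutants 428, 434 and 444 were higher without wild-type replicate 2, *ddx-23* replicate 1 and *ddx-23* replicate 2, and 32, 125 and 31 were lower without wild-type replicate 1, wild-type replicate 3 and *ddx-23* replicate 2. With the library series in the model, 312 genes were higher and 38 lower in *mab-10* mutants, and 1209 and 139 in *ddx-23* mutants. Within the earlier series, which holds 1 *lin-29* and 1 *mab-10* library, so that their spread is taken from the other groups, the counts were 1535 and 205 in *lin-29*, 572 and 203 in *mab-10* (73.8% higher) and 1281 and 171 in *ddx-23* mutants. Within the later series, where wild-type is replicate 3 alone and its spread is likewise taken from the mutants, they were 1526 and 199 in *lin-29* and 343 and 58 in *mab-10* mutants.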

We found that the majority of genes that were misregulated in all three mutants were upregulated (Fig. 4c), showing a major role for LIN-29, MAB-10, and DDX-23 proteins in transcriptional repression. 

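A set of 70 genes was higher in all 3 mutants. It held 9 cuticle collagens, among them *col-3*, *col-10* and *col-107*, and 5 transthyretin-like genes (*ttr-8*, *ttr-18*, *ttr-30*, *ttr-31* and *ttr-32*). The cell fusion gene *eff-1*, the astacin proteases *nas-9* and *nas-11*, the tyrosinase *tyr-4* and the intermediate filament gene *ifb-1* were also among them. Its largest differences in *ddx-23* mutants included that of *ram-2*, a gene of male tail ray morphology, which was higher by 5.41 in *lin-29*, 4.22 in *mab-10* and 3.63 in *ddx-23* mutants (adjusted p from limma 4.26e-06, 1.67e-04 and 1.89e-04). Between pairs of mutants, 99 genes were higher in *lin-29* and *mab-10*, 330 in *lin-29* and *ddx-23* and 84 in *mab-10* and *ddx-23* mutants. Independent lists would share 14.2, 74.1 and 6.01, and 0.668 genes in all 3, which leaves out that the comparisons share the wild-type libraries. In 100 simulated sets of unchanged groups that share them, which leave out the effects, the median overlap was 0 for each pair and for all 3. The highest was 684 for *lin-29* and *ddx-23*, above the 330 here, with a mean of 6.84, and 0 for the others. With a mean of 6.84 over 100 draws, the 684 came from a single draw. The groups were unchanged, so the pair it fell on is not evidence about these 2 mutants in particular. Part of any of these overlaps may come from the shared wild-type libraries. Without the effects, the simulation cannot tell how much. The 29 genes higher in *lin-29* and *mab-10* but not called in *ddx-23* mutants include *cpr-5*, the carboxypeptidase gene *ctsa-1.2* and the Pumilio-family gene *puf-6*, whose difference between *mab-10* and *ddx-23* mutants was 3.53 (adjusted p = 3.93e-07 from limma). Across the 14199 tested genes, which are not independent replicates, differences correlated with a Pearson r of 0.604 (Spearman 0.579) between *lin-29* and *mab-10*, 0.332 (0.281) between *lin-29* and *ddx-23* and 0.287 (0.286) between *mab-10* and *ddx-23* mutants, beside medians of 0.520, 0.526 and 0.505 in the simulated unchanged groups. Their covariances were 0.2905, 0.1846 and 0.1004 in the same order, beside means of 0.0502, 0.0584 and 0.0518 in the simulated groups, whose highest were 0.183, 0.305 and 0.188. The number of genes higher in all 3 mutants was 310 without wild-type replicate 3, 167 without *mab-10* replicate 1, 31 and 24 without wild-type replicates 1 and 2, 31 and 27 without *mab-10* replicates 2 and 3, and 44 without any 1 of the *ddx-23* replicates. Without wild-type replicates 1, 2 and 3 in turn, 49, 39 and 684 genes were higher in *lin-29* and *mab-10* mutants and 35, 25 and 424 in *mab-10* and *ddx-23* mutants. Without *mab-10* replicates 1, 2 and 3 these counts were 575, 44 and 41 and 237, 32 and 27. The count for *lin-29* and *mab-10* was 167 without *lin-29* replicate 1, and that for *mab-10* and *ddx-23* was 50 without any 1 *ddx-23* replicate. That for *lin-29* and *ddx-23* was 207 and 533 without wild-type replicates 2 and 3. Genes higher in all 3 mutants numbered 124 with the library series in the model, which include 63 of the 70, and 225 within the earlier series, which holds 1 library each of *lin-29* and *mab-10*.

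**Figure D1:**
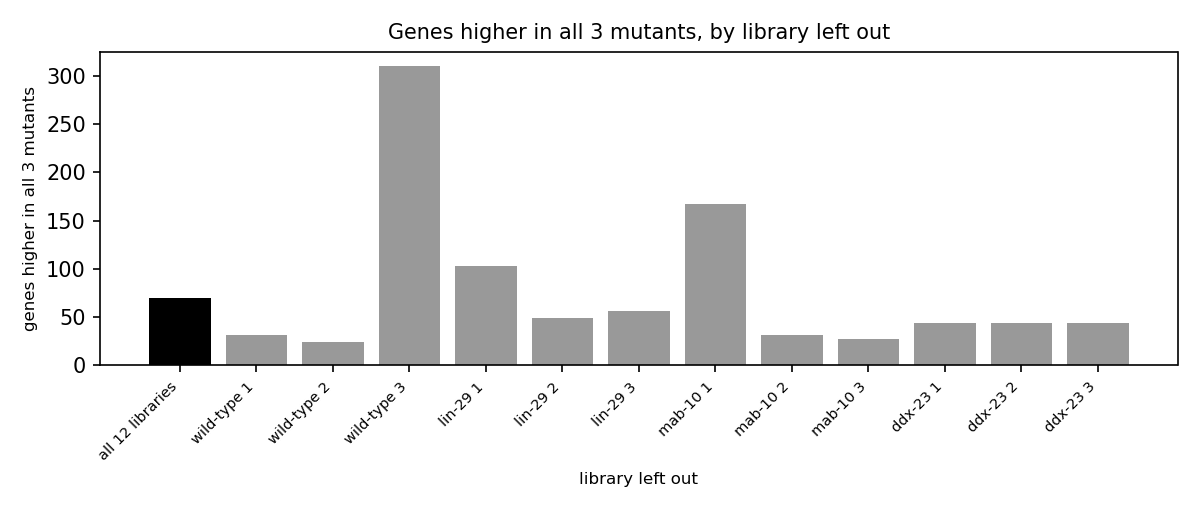
Number of genes called higher in all 3 mutants with all 12 libraries (black) and without each library in turn (gray). The number lies between 24 and 310 and is 70 with all libraries.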

We observed a significant overlap among the genes that are upregulated in *lin-29*, *mab-10*, and *ddx-23* mutant adult animals (Supplementary Fig. 4a). This overlap was absent among the genes that were downregulated in *lin-29*, *mab-10*, and *ddx-23* mutant adult animals. These findings suggest that LIN-29, MAB-10, and DDX-23 repress a common set of target genes. 

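Genes lower in all 3 mutants were 2, beside 0.000645 from independent lists. One is *fipr-13*, a gene of the antimicrobial peptide list on chromosome V (10064521 to 10064942), which fell by 2.49 in *lin-29*, 3.84 in *mab-10* and 1.14 in *ddx-23* mutants (adjusted p from limma 3.26e-04, 1.21e-04 and 0.0458). The other is a histone gene with the symbol *his-45* (WBGene00001929), at 0 in all 9 mutant libraries and at 2.49 ± 0.64 (SD, n = 3) in wild-type. Another gene with that symbol (WBGene00001919), a near neighbor on chromosome IV, had levels of 1.12 to 3.03 in wild-type and 2.78 to 4.27 in mutant libraries. Whether reads of similar histone genes were assigned to the right copy cannot be told from gene-level values, so the call of WBGene00001929 may reflect read assignment. Between pairs of mutants, 13 genes were lower in *lin-29* and *mab-10*, 6 in *lin-29* and *ddx-23* and 3 in *mab-10* and *ddx-23* mutants, where independent lists would share 0.161, 0.482 and 0.0763. In 100 simulated sets of unchanged groups that share the wild-type libraries, the median overlap of lower genes was 0 for each pair and for all 3. The highest was 38 for *lin-29* and *ddx-23*, above the 6 here, with a mean of 0.38, and 0 for the others. With a mean of 0.38 over 100 draws, the 38 came from a single draw of unchanged groups, which is not evidence about this pair in particular. Independent lists leave out the shared libraries and the simulation leaves out the effects. Neither can therefore exclude that part of any of these overlaps comes from the shared libraries. The collagens *col-81* and *col-129* fell by 3.01 and 2.29 in *lin-29* and by 2.89 and 2.83 in *mab-10* mutants, and *col-139* was also lower in both. Of the genes lower in *lin-29* mutants 14 were higher in *ddx-23* mutants, among them *col-106*, *col-175* and *col-181*, and of those lower in *mab-10* mutants 2 were. The number lower in all 3 mutants was 10 without wild-type replicate 3, 4 without *mab-10* replicate 1, and 1 without wild-type replicate 2, *lin-29* replicate 2, *mab-10* replicate 2 or 3 or any of the *ddx-23* replicates. For *lin-29* and *mab-10* it was 83 without wild-type replicate 3, 23 without *mab-10* replicate 1 and 8 without wild-type replicate 2 or *mab-10* replicate 2 or 3. For *lin-29* and *ddx-23* it was 20 without wild-type replicate 3 and 3 without wild-type replicate 1 or *ddx-23* replicate 3. For *mab-10* and *ddx-23* it was 44 without wild-type replicate 3, 13 without *mab-10* replicate 1 and 1 without wild-type replicate 2, *mab-10* replicate 2 or 3 or *ddx-23* replicate 2.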

We performed protein-domain enrichment analysis (Fig. 4d) and gene-enrichment analysis (Supplementary Fig. 4c) to identify categories of genes co-regulated by these three proteins. 

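Cuticle collagens made up 9 of the 70 genes higher in all 3 mutants, where 0.666 of the 135 tested would fall by chance (odds ratio 16.4, adjusted p = 5.41e-07 from a one-sided Fisher's exact test over the tested genes). They are the structural proteins of the cuticle, the collagenous coat that is replaced at each molt. Fisher's exact test takes genes as independent, while the estimated correlation among cuticle collagens was 0.109. Of 25 Patched-related genes, whose products resemble Hedgehog receptors, *ptr-23* alone was in the set (adjusted p = 0.543, Fisher's exact test), and of 34 hedgehog-related genes *grd-10* (0.619). The tyrosinase *tyr-4*, an enzyme of a family that can cross-link cuticle, was 1 of 5 (adjusted p = 0.171, Fisher's exact test), the astacin proteases *nas-9* and *nas-11* were 2 of 25 (0.0935), and the antimicrobial peptide genes *nlp-26* and *cnc-3* were 2 of 35 (0.120). In *lin-29* mutants 81 cuticle collagens were higher and 19 lower at an adjusted p under 0.05 from limma (91 and 19 adjusted over the list alone), in *mab-10* mutants 12 and 5 (32 and 11), and in *ddx-23* mutants 55 and 0 (71 and 4). The 12 higher in *mab-10* mutants were 7 without wild-type replicate 1 or *mab-10* replicate 2, 32 without wild-type replicate 3 or *mab-10* replicate 1 and 24 with the library series in the model. The 5 lower there were 20 and 13 without wild-type replicate 3 and *mab-10* replicate 1, and 3 without wild-type replicate 1, *lin-29* replicate 2 or 3, *mab-10* replicate 2 or 3 or any *ddx-23* replicate. In *ddx-23* mutants 2 collagens were lower without wild-type replicate 3 and 1 without *lin-29* replicate 1. With the library series in the model, 7 were lower in *mab-10* and 7 in *ddx-23* mutants. Patched-related genes were higher in number 19, 1 and 6 in *lin-29*, *mab-10* and *ddx-23* mutants (19, 1 and 6 adjusted over the list alone), with none lower. With the library series in the model these counts were 19, 4 and 10. Of the tyrosinases 4, 1 and 4 were higher (4, 3 and 5 adjusted over the list alone), with *tyr-1* higher by 2.21 in *lin-29* and 2.78 in *ddx-23* mutants. Without wild-type replicate 3 or *mab-10* replicate 1, 3 tyrosinases were higher in *mab-10* mutants. Astacins were higher in number 14, 2 and 5 (16, 4 and 5 adjusted over the list alone), and 1 was lower in *lin-29* mutants, *nas-20*, which fell by 3.85. The astacins higher in *mab-10* mutants were 5 and 7 without wild-type replicate 3 and *mab-10* replicate 1, and those higher in *ddx-23* mutants were 3 without wild-type replicate 2 or any *ddx-23* replicate. With the library series in the model, 14, 4 and 8 astacins were higher and 1 was lower in each mutant. Against other genes, the camera test with a preset correlation gave collagens adjusted p = 2.81e-08, 0.713 and 1.25e-11 in *lin-29*, *mab-10* and *ddx-23* mutants, and adjusted p = 0.338, 0.963 and 0.341 with an estimated correlation, under which none of the fixed lists passed in any mutant. The enrichment of collagens was lost when each mutant was fitted with wild-type alone (adjusted p = 0.687, Fisher's exact test), where 8 genes were higher in all 3. That of tyrosinases passed without wild-type replicate 3 (adjusted p = 9.31e-04, Fisher's exact test) and without *mab-10* replicate 1 (2.20e-04), and that of astacins with any library left out except wild-type replicate 3 and *lin-29* replicates 1 and 3 (0.0112 to 0.0466). That of antimicrobial peptide genes passed without wild-type replicate 2 or 3, *lin-29* replicate 1, *mab-10* replicate 1 or any *ddx-23* replicate (6.02e-07 to 0.0488, Fisher's exact test). With the library series in the model, tyrosinases (0.0104) and antimicrobial peptide genes (0.0324) passed.

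**Figure D2:**
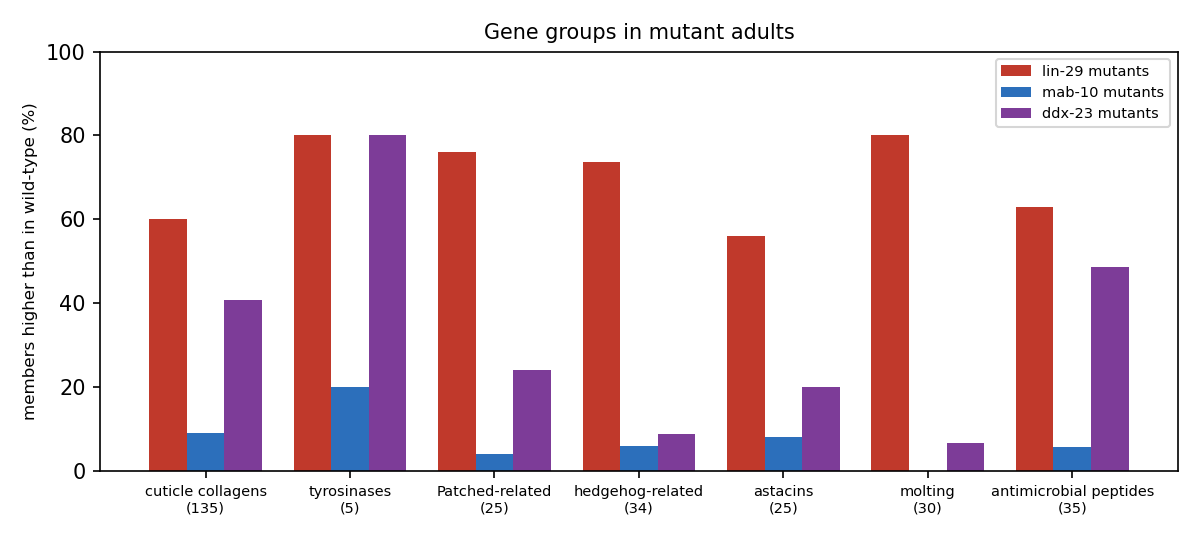
Share of the tested members of 7 gene groups (number in brackets) that were higher than in wild-type adults at an adjusted p under 0.05, in *lin-29* (red), *mab-10* (blue) and *ddx-23* (purple) mutants. Cuticle collagens were higher in number 81, 12 and 55 of 135.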

We observed that genes involved in structural constituents of the cuticle and the *Patched* (*hedgehog*-like) family of genes are enriched among the shared transcriptionally repressed targets of LIN-29, MAB-10 and DDX-23 (Fig. 4d). For example, there are many larval-specific collagen genes normally expressed highly in L4-stage larvae and downregulated in adults; these genes were upregulated in *lin-29*, *mab-10*, and *ddx-23* mutant adults compared to wild-type adults (Supplementary Fig. 4d). This observation indicates that the LIN-29, MAB-10, and DDX-23 proteins are critical in establishing the normal adult gene-expression profile and that they act by transcriptionally repressing larval-related genes.

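All 13 collagens plotted by the paper were higher in *lin-29* mutants, 8 were higher in *mab-10* and 10 in *ddx-23* mutants at an adjusted p under 0.05 from limma (13, 13 and 12 adjusted over the list alone). Since the study chose them on these libraries, this is not independent evidence. Their median difference from wild-type was 5.39, 2.32 and 2.26, or 5.21, 2.18 and 2.16 above that of all tested genes. The gene *col-107* (WBGene00000681), on chromosome IV of the WBcel235 assembly from 1548721 to 1549714, had a log2(FPKM+1) of 2.07 ± 0.49 (SD, n = 3) in wild-type, 8.17 ± 0.51 in *lin-29*, 6.93 ± 0.35 in *mab-10* and 5.68 ± 0.27 in *ddx-23* mutants. Its differences were 6.10, 4.86 and 3.61 (standard error 0.30, adjusted p from limma 6.73e-07, 1.48e-05 and 7.35e-05). For *col-94* (WBGene00000669, chromosome III, 10986808 to 10987873) they were 1.86, 2.00 and 2.26 (standard error 0.27, adjusted p from limma 7.98e-04, 0.00555 and 5.40e-04). The collagens that did not pass in *mab-10* mutants were *col-77*, *col-104*, *col-125*, *col-130* and *col-154*, with differences of 2.17, 2.31, 2.32, 2.01 and 1.78 and adjusted p from limma of 0.124, 0.161, 0.0503, 0.105 and 0.0788. Those that did not pass in *ddx-23* mutants were *col-77* (2.21, adjusted p = 0.0552 from limma), *col-104* (1.46, 0.309) and *col-130* (1.24, 0.187). Of the L4 collagens *col-38*, *col-49*, *col-63* and *col-138*, fixed beforehand, none passed in *lin-29* or *mab-10* mutants (none adjusted over the list alone), while *col-38*, *col-49* and *col-138* were higher in *ddx-23* mutants by 5.17, 4.57 and 5.32 (3 adjusted over the list alone). The mutants differed in these 3 genes, with values for *lin-29* minus *ddx-23* mutants of -4.36, -4.82 and -4.54 (adjusted p from limma 1.42e-04, 4.70e-04 and 0.00158). The adult collagen *col-19* fell by 3.96 in *lin-29* mutants (adjusted p = 2.97e-04 from limma), and its difference was -1.05 in *mab-10* (0.245) and 0.85 in *ddx-23* mutants (0.335). Its FPKM was 515.89, 431.48 and 127.97 in wild-type replicates 1, 2 and 3 and 513.01 to 588.71 in *ddx-23* mutants. The 0.85 thus rests largely on wild-type replicate 3. The paper reports lower *col-19* reporter fluorescence in the hypodermis of *ddx-23* adults, a different measure from the RNA of whole animals. The other adult collagen of the fixed list, *col-7*, was higher by 3.76 in *ddx-23* mutants (adjusted p = 0.00395 from limma), opposite to a larval pattern, with differences of -0.49 in *lin-29* (0.607) and -2.83 in *mab-10* mutants (0.0585, and -3.25 with 0.00605 with the library series in the model). Without *mab-10* replicate 1 all 13 plotted collagens passed in *mab-10* mutants, and 1 did when each mutant was fitted with wild-type alone. From the higher levels of larval collagens in the mutants, the paper concludes that the 3 proteins help establish the adult expression profile by repressing larval-related genes.

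**Figure D3:**
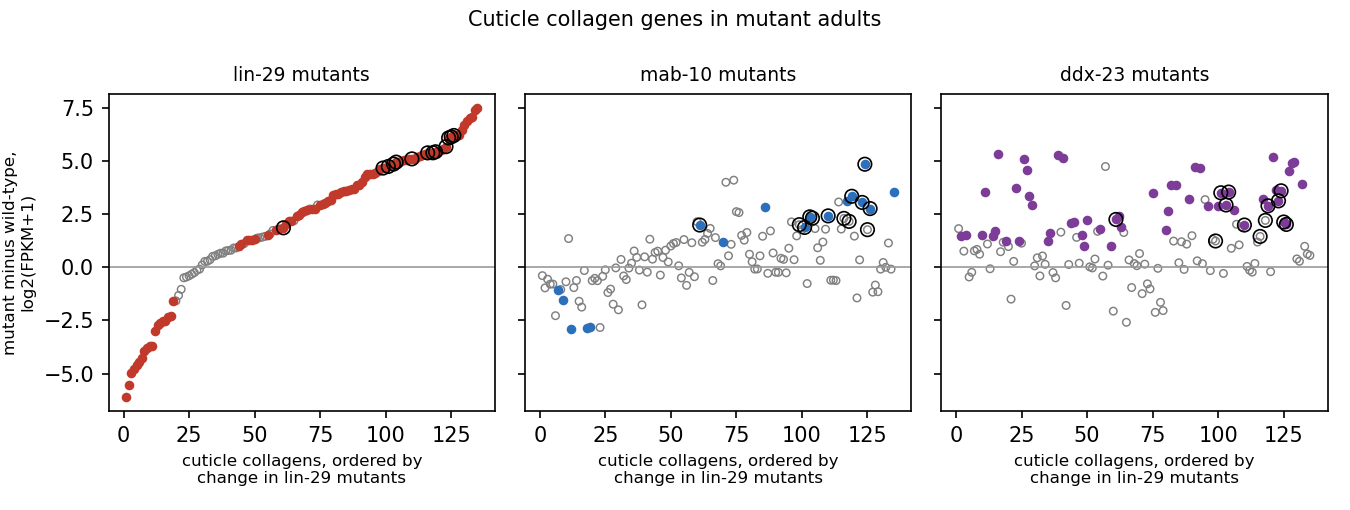
Difference in log2(FPKM+1) between mutant and wild-type adults for the 135 tested cuticle collagens, in the same order in each panel. Filled points passed an adjusted p of 0.05 and open points did not, and black rings mark the 13 collagens plotted by the paper.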

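Of 34 tested hedgehog-related genes, 25 were higher in *lin-29*, 2 in *mab-10* and 3 in *ddx-23* mutants at an adjusted p under 0.05 from limma (29, 6 and 4 adjusted over the list alone), and none was lower (1, 0 and 1 lower adjusted over the list alone). Their median difference was 2.16 above that of all tested genes in *lin-29* and 0.84 above it in *mab-10* mutants, and 0.09 in itself in *ddx-23* mutants, where quantile normalization turned it to -0.038. The 2 genes higher in *mab-10* mutants were the groundhog genes *grd-10* and *grd-13*, by 2.20 and 2.34 (adjusted p from limma 0.0400 and 0.00274). Those higher in *ddx-23* mutants were *grd-10*, *grd-14* and the ground-like gene *grl-21*, by 1.97, 3.43 and 1.99 (adjusted p from limma 0.0182, 7.54e-04 and 0.0461). Patched-related genes higher in *ddx-23* mutants included *ptr-8* and *ptr-22*, by 3.09 and 2.06, and the 1 higher in *mab-10* mutants was *ptr-23*, by 1.71 (adjusted p = 0.00336 from limma). In *lin-29* mutants *ptr-4*, *ptr-18* and *ptc-3* were higher by 3.55, 2.72 and 2.42. The difference between *lin-29* and *ddx-23* mutants itself passed for 21 hedgehog-related and 14 Patched-related genes (26 and 14 adjusted over the list alone), all higher in *lin-29* mutants (1 of each list lower adjusted over the list alone). As a group against other genes, hedgehog-related genes had adjusted p = 2.81e-08, 1.43e-04 and 0.958 from camera in *lin-29*, *mab-10* and *ddx-23* mutants, and adjusted p = 0.338, 0.490 and 0.989 with an estimated correlation. In the later library series 19 of the hedgehog-related and 13 of the Patched-related genes were higher than in the earlier one. Without wild-type replicate 2, 16 hedgehog-related genes passed in *lin-29* mutants, and 13, 5 and 4 passed in *mab-10* mutants without *mab-10* replicate 1, *lin-29* replicate 1 and wild-type replicate 3. With any other library left out except *lin-29* replicate 2, 1 passed in *mab-10* mutants, and 4 did with the library series in the model. In *ddx-23* mutants 1 passed without wild-type replicate 1 or 2 or any 1 *ddx-23* replicate, 5 and 6 without *lin-29* and *mab-10* replicate 1, and 7 with the series in the model. Patched-related genes higher in *mab-10* mutants numbered 8, 6 and 3 without wild-type replicate 3, *mab-10* replicate 1 and *lin-29* replicate 1.

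**Figure D4:**
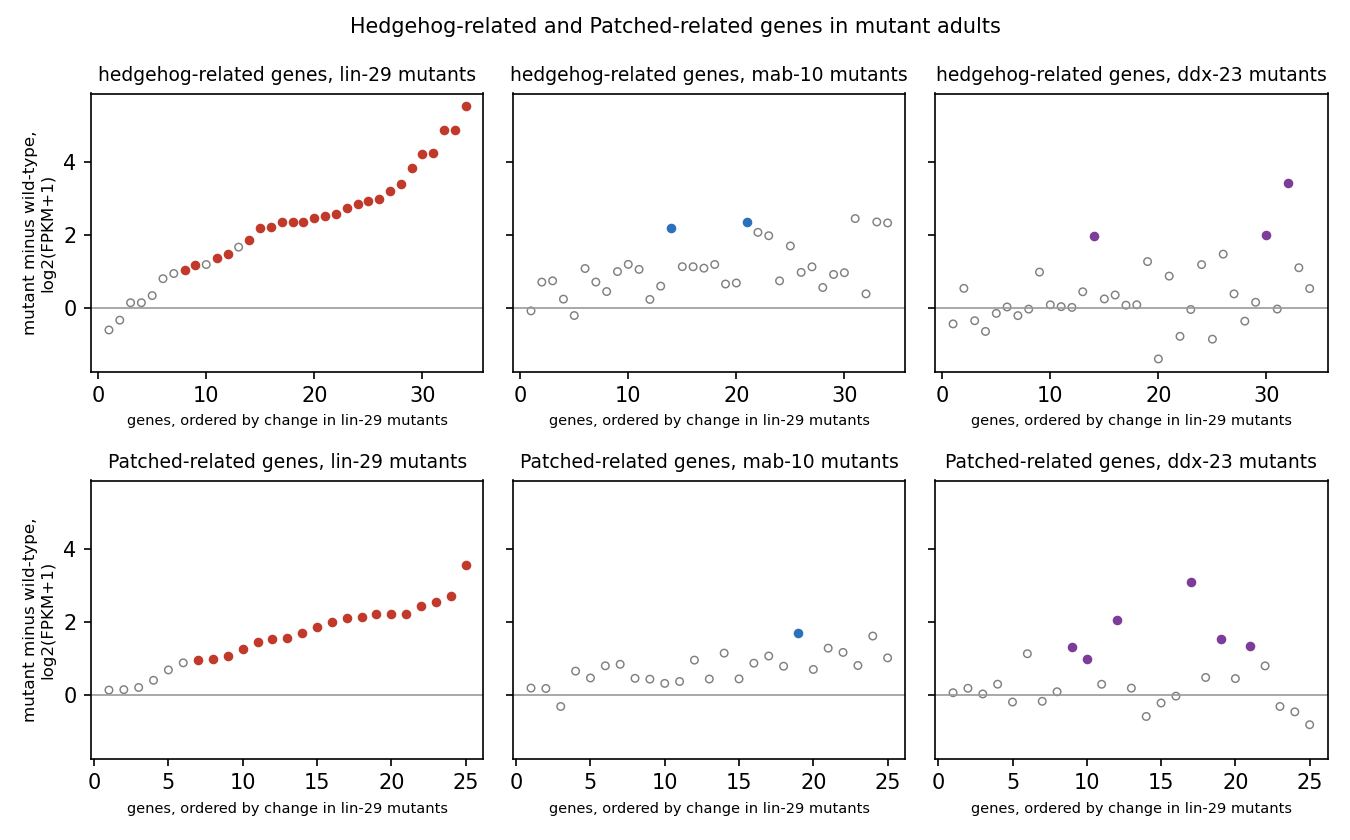
Difference in log2(FPKM+1) between mutant and wild-type adults for 34 hedgehog-related and 25 Patched-related genes, each list in the same order across panels. Filled points passed an adjusted p of 0.05 and open points did not.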

We also found several *hedgehog*-related genes and genes that encode putative *hedgehog* receptors to be upregulated in *lin-29, mab-10* and *ddx-23* mutants (Fig. 4d and Supplementary Fig. 4e). These genes are the evolutionary homologs of *Hedgehog (Hh)* and its receptor *Patched* (*Ptc*), which control various developmental processes in species ranging from *Drosophila* to humans^33^ and have been implicated in the regulation of mammalian stem cell maintenance and proliferation^34,35^. *Hedgehog*- and *Patched*-related genes are known to be involved in *C. elegans* molting^36^ but have not been previously linked to the heterochronic pathway, which includes *lin-29, mab-10* and now *ddx-23*.

Our data suggest that LIN-29 and MAB-10 act in the same transcriptional condensate to co-repress a subset of larval-specific genes. While DDX-23 functions to concentrate MAB-10 into these foci, partitioning of LIN-29 into these foci is not dependent on MAB-10 or DDX-23. We suggest that DDX-23 binds to and facilitates the partitioning of MAB-10 protein into LIN-29 transcriptional condensates in adult hypodermal nuclei, thereby enabling MAB-10 to function as a transcriptional co-factor for LIN-29 and co-repress their target genes, which include larval genes and *hedgehog*-related genes (Fig. 4e).

## Discussion

Recent studies of transcriptional condensates have revealed new possible mechanisms of transcriptional control. There is growing evidence that transcriptional condensates are involved in both the activation^37–44^ and the repression^45–48^ of gene expression. However, little is known about how the formation of such condensates is controlled. In this study, we report that in vivo the *C. elegans* DEAD-box helicase protein DDX-23 regulates stem-cell fate at least in part by binding to and enhancing the partitioning of MAB-10 proteins into condensates, which in turn repress LIN-29/MAB-10 co-regulated target genes—including known larval-specific genes and *Hedgehog*-related genes—and thereby drive terminal cell differentiation and the onset of adulthood (Fig. 4e). Partial loss-of-function mutations in *ddx-23* reduce MAB-10 partitioning into condensates and upregulate larval-specific genes and *Hedgehog*-related genes, resulting in a failure of the stem cell-like seam cells to terminally differentiate and transition to adulthood (Fig. 4e).

Previous studies of *C. elegans*, mice and human cell lines have shown that suppression of LIN-28 levels promotes the expression of LIN-29 (EGR) and MAB-10 (NAB) proteins, both *let-7* microRNA-dependently via LIN-41 (mammalian homolog TRIM71)^16–18^ and *let-*7-independently via HBL-1 (mammalian homolog IKAROS)^18,49–51^ and GFI1^52^ (Fig. 4f). The *ddx-23* gene was previously found to play a role in the primary microRNA processing of *let-7* microRNA^28^. Here we describe a gene regulatory mechanism that regulates the activities of MAB-10 (NAB) and LIN-29 (EGR): DDX-23 drives the condensation of MAB-10 (NAB) protein into nuclear focal structures to spatiotemporally organize the nucleus and transcriptionally repress LIN-29 (EGR) target larval genes, including *hedgehog*-related genes. We propose that this process is evolutionarily conserved and that a comparable molecular genetic mechanism—in which the partitioning of NAB proteins by a DEAD-box helicase drives repression of proliferation-related and *Hedgehog*-related genes by EGR—controls mammalian stem cell development and the onset of puberty (Fig. 4f). In mammals, the DEAD-box helicase DDX5 protein^53^ and EGR1 protein^7^ act as a barrier to somatic cell reprogramming, and the DEAD-box protein Ddx20/DP103 represses transcriptional activation by Egr2^54^. We propose that DEAD-box proteins function to control EGR transcriptional activity by facilitating the condensation of its co-factor NAB, thereby coordinating molecular genetic programs that control cell differentiation.

The highly conserved *LIN28/let-7* axis has previously been found to regulate *Hedgehog* signaling in multiple contexts, e.g., during retina regeneration in zebrafish^55^ and in a mouse model for embryonal tumors with multilayered rosettes (ETMRs), a tumor-type characterized by LIN-28A overexpression^56^. *LIN28* is implicated in regulating the onset of puberty in mice and humans^9,57–61^, while *Hedgehog* signaling controls cell proliferation and cell-type determination in the pituitary gland of mice by regulating the luteinizing hormone LHβ expression, a key hormone involved in the onset of puberty^62–65^. Hence in mammals, multiple components of the evolutionarily conserved heterochronic pathway have been implicated in the onset of puberty, while in *C. elegans* this pathway similarly regulates the larval-to-adult transition. Our findings suggest a missing link between the LIN28/*let-7* axis and *Hedgehog* signaling in regulating this process: LIN28 signaling promotes the expression of EGR and NAB proteins, which in turn leads to the repression of *Hedgehog* genes. We propose that this repression is achieved by the condensation of NAB proteins to form a repressive condensate, a process driven in part by a DEAD-box helicase protein and that the repression of *Hedgehog-*related genes subsequently induces the expression of the luteinizing hormone LHβ and leads to cell differentiation and the onset of puberty (Fig. 4f).

Our findings also have implications for the understanding of molecular mechanisms of carcinogenesis. The overexpression of human *LIN28* inhibits *let-7* microRNA gene activity and thereby promotes cancerous growth^12,66^, possibly by augmenting downstream *Shh* Hedgehog signaling^56^. We speculate that this regulation is driven by the downregulation of EGR, which acts as a tumor suppressor and is commonly mutated or suppressed in multiple human cancers^67,68^ and that this downregulation leads to the upregulation of EGR target genes (including *Hedgehog* genes) that are normally silenced to regulate cell differentiation and the onset of adulthood. In healthy cells, DEAD-box helicase proteins ensure repression of EGR target genes essential to cell proliferation by facilitating the formation of MAB-10 (NAB) repressive transcriptional condensates; failure to form such condensates could lead to abnormal cell proliferation. Indeed, *DDX23* mutations and deletions have been detected in several human cancers^69^, suggesting a tumor suppressor role for this gene. Based on our findings, we propose as a mechanism that these *DDX23* genetic defects result in a failure in the formation of DDX23-NAB transcriptional condensates and in the consequent upregulation of EGR-repressed targets—which include genes involved in *Hedgehog* signaling—leading to the abnormal cell proliferation that drives cancerous growth.

## Methods

### *C. elegans* strains and transgenes

All *C. elegans* strains were cultured as described previously^70^. We used the N2 Bristol strain as the reference wild-type strain, and the polymorphic Hawaiian strain MT22656 for genetic mapping and SNP analysis^71^. All strains were maintained at 20 °C. Details about the strains used in this study can be found in Supplementary Table 1.

We used the following mutations and transgenes:

LGII: *mab-10(tm2497, n5909 [mab-10::gfp]), lin-29(n546, n836, n5908 [lin-29::gfp])*

LGIII: *ddx-23(n5703, n5705, n6026[I383F], n6027[S365N])*

LGIV: *wIs78 [ajm-1::gfp + scm::gfp]*

LGV: *maIs105[col-19::gfp]*.

### Extrachromosomal arrays

*nEx2848[P*_*ddx-23*_*::ddx-23::ddx-23 3’UTR, P*_*ttx-3*_*::mCherry::tbb-2 3’UTR, P*_*rab-3*_*::mCherry::unc-54 3’UTR], nEx2958[P*_*ddx-23*_*::ddx-23::TagRFP-T::ddx-23 3’UTR, P*_*myo-2*_*::mCherry::unc-54 3’UTR], nEx2971[P*_*ddx-23*_*::ceDDX23::ddx-23 3’UTR, P*_*myo-2*_*::mCherry::unc-54 3’UTR #1], nEx2972[P*_*ddx-23*_*::ceDDX23::ddx-23 3’UTR, P*_*myo-2*_*::mCherry::unc-54 3’UTR #2], nEx2768[P*_*ceh-16*_*::DDX-23 cDNA::spGFPN::unc-54 3’UTR, P*_*ceh-16*_*::MAB-10 cDNA::spGFPC::unc-54 3’UTR, P*_*rab-3*_*::mCherry::unc-54 3’UTR], nEx2769[P*_*ceh-16*_*::DDX-23 cDNA::spGFPN::unc-54 3’UTR, P*_*ceh-16*_*::empty::spGFPC::unc-54 3’UTR, P*_*rab-3*_*::mCherry::unc-54 3’UTR], nEx2931[P*_*mab-10*_*::MAB-10::mCherry::mab-10 3’UTR, P*_*ceh-16*_*::DDX-23 cDNA::spGFPN::unc-54 3’UTR, P*_*ceh-16*_*::MAB-10 cDNA::spGFPC::unc-54 3’UTR, P*_*myo-2*_*::mCherry::unc-54 3’UTR], nEx2934[P*_*mab-10*_*::MAB-10::mCherry::mab-10 3’UTR, P*_*ceh-16*_*::DDX-23 cDNA::spGFPN::unc-54 3’UTR, P*_*ceh-16*_*::empty::spGFPC::unc-54 3’UTR, P*_*myo-2*_*::mCherry::unc-54 3’UTR], nEx3004[P*_*mab-10*_*::MAB-10::mCherry::mab-10 3’UTR, P*_*myo-2*_*::mCherry::unc-54 3’UTR]*.

### Molecular cloning and transgenic strain construction

To endogenously tag the *mab-10* genomic locus at its C-terminus with GFP (transgene *n5909[mab-10::gfp])* using CRISPR-Cas9^72^, we generated a *mab-10::gfp* homologous repair template for Cas9-mediated *gfp* knock-in. We PCR-amplified a ~3 kb genomic region centered on the *mab-10* stop codon from N2 genomic DNA and cloned the resulting fragment into the pCR-Blunt vector using the ZeroBlunt TOPO Cloning Kit (Thermo Fisher). Using the Gibson assembly kit (New England Biolabs), we inserted a GA-linker and *gfp* in-frame between the last amino acid codon of the *mab-10* gene and the stop codon, resulting in a homologous repair template with ~1.5 kb homology arms. To avoid cleavage of the repair template by Cas9, we mutated the PAM motif of the Cas9 target site in the repair template. We also generated a Cas9-sgRNA plasmid to cleave upstream of the *mab-10* stop codon by inserting a targeting sequence (5’-GAAAAAGTAGCAATACAACA-3’) into the pDD162 Cas9-sgRNA plasmid^72^ by site-directed mutagenesis. Forward primer 5’-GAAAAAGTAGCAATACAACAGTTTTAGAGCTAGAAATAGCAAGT-3’ and reverse primer 5’-CAAGACATCTCGCAATAGG-3’ were used. We co-injected the homologous repair template, the *mab-10* Cas9-sgRNA plasmid, and an *unc-22* sgRNA co-CRISPR plasmid into wild-type N2 worms. Twitching progeny (indicative of successful *unc-22* co-CRISPR integration) were selected and genotyped for integration of *gfp* into the *mab-10* locus. Finally, the strain was backcrossed to wild-type N2 animals to remove the *unc-22* mutation.

To create the *ddx-23(n6026)* allele encoding DDX-23[I383F] and the *ddx-23(n6027)* allele encoding DDX-23[S365N] by CRISPR-Cas9, we used oligonucleotides as repair templates to introduce substitutions as previously described^73^. pDD162 was used as a template for site-directed mutagenesis to insert Cas9 targeting sequences for *ddx-23(n6026)*(5’-ACGACAAGAACATCGGGACT-3’) and *ddx-23(n6027)*(5’-AATGGAACGACAAGAACATC-3’).Temperature-sensitive *pha-1* co-conversion was performed as previously described^73^.

To generate the *ddx-23* rescuing transgene *nEx2848*, the region spanning 5 kb upstream of the *ddx-23* gene (*P*_*ddx-23*_), *ddx-23* genomic DNA, and the 3’UTR were PCR-amplified using forward primer 5’-GGTACAACCATGTTCAAATCAGCATCC-3’ and reverse primer 5’-CGTGAGTTTGGTTCTGGAGCTT-3’. This PCR fragment was cloned into a pUC19 vector and a Tag-RFP-T sequence was inserted immediately before the *ddx-23* stop codon to generate the *ddx-23* rescuing transgene *nEx2958. P*_*ddx-23*_*::ceDDX23::ddx-23 3’UTR (nEx2971* and *nEx2972)* was generated by HiFi DNA Assembly (New England Biolabs) of *P*_*ddx-23*_, wild-type human DDX23 cDNA codon-optimized for expression in *C. elegans* and containing 3 synthetic introns generated using gBlocks Gene Fragments (Integrated DNA Technologies), and the *ddx-23* 3’UTR in a pUC19 vector. For the split-GFP protein-protein in vivo interaction assays, all cloning was performed using the HiFi DNA Assembly system. The N-terminal GFP (spGFPN) plasmid was cloned by inserting the *ddx-23* cDNA and spGFPN fragment between a 2.5 kb *ceh-16* promoter and the *unc-54* 3’UTR. The C-terminal GFP (spGFPC) plasmid was cloned by inserting the *mab-10* cDNA (or an ATG start codon sequence for the “empty” control) and the spGFPC fragment between a 2.5 kb *ceh-16* promoter and the *unc-54* 3’UTR. Complete plasmid sequences of all plasmids are available from the authors upon request.

Transgenic strains were generated by germline transformation as described^74^. All transgenic constructs were injected at 1–50 ng/ml.

### Microscopy and image analysis

All *C. elegans* micrographs excluding electron micrographs are of lateral views of hermaphrodite animals. Nomarski DIC and epifluorescence micrographs were obtained using a Zeiss Axio Imager Z2 compound microscope and Zen Blue (Zeiss) software. Confocal microscopy was performed using the Zeiss LSM 800 instrument, and images were obtained using the Zen Blue 2.0 (Zeiss) software. The resulting images were prepared using ImageJ (National Institutes of Health) and Adobe Illustrator CS4 softwares. Image acquisition settings were calibrated to minimize the number of saturated pixels and were kept constant throughout each experiment. Graphs and indicated statistical analyses were performed using GraphPad Prism 6 software. For electron micrographs, animals were assayed by picking L4 males to plates, fixing 24 h later, and performing electron microscopic analysis, as previously described.

### Fluorescence recovery after photobleaching (FRAP)

We immobilized 1-day-old adult animals with 10 mM levamisole (an acetylcholine agonist that induces muscle contraction) on 2% agarose pads for confocal imaging using the Zeiss LSM 800. We imaged hypodermal cells that were proximal to the cover slip. We identified two imaging regions of interest (ROIs) for each FRAP experiment (one for FRAP measurements, one for an imaging-associated bleaching control). We manually defined the FRAP ROI as the region around a given MAB-10::GFP focus. As a control, we performed FRAP studies of the diffuse MAB-10::GFP signal in hypodermal cells. To achieve complete bleaching of GFP in the FRAP ROI, bleaching was conducted with 25 rounds of 100% laser induction with a 488 nm laser. Hypodermal cells used to perform FRAP studies of diffuse MAB-10::GFP signals (“Diffuse”) were then tracked for at least 35 s, while hypodermal cells used to perform FRAP studies of MAB-10::GFP foci (“Focus”) were tracked for at least 80 s. Data were analyzed using ImageJ, measuring the fluorescence intensity for all frames and fitting the FRAP curve by an increasing exponential.

### Mutagenesis screen for enhancers of *mab-10* and mapping of *ddx-23*

To screen for enhancers of the *mab-10* seam cell defect, we mutagenized *mab-10(tm2497)* mutants with ethyl methanesulfonate (EMS) as described previously^70^. The starting strain contained the *col-19::gfp* (*maIs105*) transgene, which shows a reduced expression level in *mab-10(lf)* adults relative to that of wild-type adults and served as a reporter for the heterochronic pathway. We used a Nikon SMZ18 fluorescence dissecting microscope to screen F2 progeny of mutagenized hermaphrodites for second-site mutations that further reduced the low hypodermal *col-19* expression levels of *mab-10(tm2497)* mutants. Screen isolates were backcrossed to an otherwise wild-type strain containing the *maIs105* reporter. *ddx-23(n5703)* and *ddx-23(n5705)* were identified by crossing the mutant isolate with a Hawaiian strain containing the *maIs105* reporter, isolating the F2 progeny with low hypodermal *col-19* expression and mapping the mutation using single-nucleotide polymorphisms^71^ and whole-genome sequencing. Transgenic rescue experiments demonstrated that these *ddx-23* mutations were the causative mutations, as described in the text.

### Seam cell count

The number of seam cells was quantified in 1-day-old adults, using either the *maIs105[col-19::gfp]* or *wIs78[ajm-1::gfp + scm::gfp]* transgenes. DIC and epifluorescence optics using a Zeiss 63x objective lens on a Zeiss Axio Imager Z2 compound microscope were used. The number of seam cells was scored by counting GFP-positive seam cell nuclei along the length of each animal.

### Yeast two-hybrid binding assay

*ddx-23* and *mab-10* cDNAs were cloned into pGADT7 and pGBKT7 plasmids (Takara), and the constructs were co-transformed into yeast strain Y2HGold (Takara). Co-transformants were selected on SD plates containing minimal supplements without leucine and tryptophan (SD/-Leu/-Trp) for 2 days at 30 °C. To test for protein interaction, co-transformants were picked and grown overnight in SD/-Leu/-Trp broth. Cultures were diluted to a similar optical density at 600 nm, and 3 μl of each culture was spotted onto SD plates containing minimal supplements without tryptophan, leucine, histidine, and adenine (SD/-Leu/-Trp/-His/-Ade) and containing 10 mM of the competitive inhibitor of histidine synthesis 3-AT, and cultured for 2 days at 30 °C.

### Recombinant protein expression and protein purification

HiFi DNA Assembly into a pDEST17 (Thermo Fisher) backbone was used to create all bacterial expression vectors. For the recombinant DDX-23 expression vector, the *ddx-23* cDNA sequence followed by mNeonGreen and a 6xHis tag at its 3’ end was inserted into pDEST17. Site-directed mutagenesis of this plasmid was performed to create the DDX-23 I383F mutant and the DDX-23(ΔIDR) mutant (removing amino acid residues 2–265). For the recombinant MAB-10 expression vector, *mab-10* cDNA followed by mScarlet I and a 6xHis tag was inserted into pDEST17. Vectors expressing C-terminally 6xHis-tagged mNeonGreen and mScarlet I were created as “empty” controls.

For protein expression, plasmids were transformed into Shuffle T7 competent *E. coli* cells (New England Biolabs). A fresh bacterial colony was inoculated into LB medium containing ampicillin and grown overnight at 30 °C. Cells were diluted 1:100 in 1 liter of LB medium containing ampicillin and grown at 30 °C until the OD_600_ reached between 0.5 and 0.6. IPTG was added to 0.5 mM, followed by incubation at 16 °C for 18 h. Cells were collected and stored frozen at −80 °C.

For protein purification, bacterial pellets were resuspended in 15 ml of lysis buffer (20 mM Tris-HCl pH 7.4, 500 mM NaCl, 10 mM imidazole, 14 mM β-mercaptoethanol (ME), 10% (v/v) glycerol, 1% Triton-X) with Complete EDTA-free protease inhibitors (Roche) and 15 mg of lysozyme, and sonicated. The lysates were cleared by centrifugation at 10,000 × *g* for 30 min and added to 1 ml of Ni-NTA agarose (Qiagen) pre-equilibrated with the same lysis buffer, and rotated at 4 °C for 2 h. The slurry was centrifuged at 3000 × *g* for 3 min. The resin pellets were washed five times with 4 ml of wash buffer (20 mM Tris-HCl pH 7.4, 500 mM NaCl, 14 mM β-ME, 10% (v/v) glycerol, and 25 mM imidazole), followed by centrifugation as above. Protein was eluted twice for 15 min with 2 ml of Ni-NTA Elution Buffer (20 mM Tris pH 7.4, 500 mM NaCl, 14 mM β-ME, 10% (v/v) glycerol, and 250 mM imidazole). We further purified the DDX-23 and MAB-10 proteins using heparin columns. For DDX-23-mNeonGreen-6xHis and DDX-23[I383F]-mNeonGreen-6xHis, eluates were pooled and diluted in 20 ml of 1:1 mixture of Heparin Binding Buffer (20 mM Tris pH 7.4, 50 mM NaCl, 1% (v/v) glycerol, 2 mM DTT) and Heparin Elution Buffer (20 mM Tris, pH 7.4, 1 M NaCl, 1% (v/v) glycerol, 2 mM DTT). For DDX-23(ΔIDR)-mNeonGreen-6xHis and MAB-10-mScarlet I-6xHis, eluates were diluted in 20 ml of Heparin Binding Buffer. The protein sample was applied to a pre-equilibrated heparin column with a flow rate of 1 ml/min, followed by a column wash using the same buffer in which the protein had been diluted. DDX-23-mNeonGreen-6xHis and DDX-23[I383F]-mNeonGreen-6xHis proteins were eluted in Heparin Elution Buffer; DDX-23(ΔIDR)-mNeonGreen-6xHis protein was eluted in 7:3 ratio of Heparin Binding Buffer: Heparin Elution Buffer; MAB-10 protein was eluted with a series of step elutions with Heparin Binding Buffer: Heparin Elution Buffer ratios ranging from 3:1 to 1:1. All recombinant mNeonGreen or mScarlet I fusion proteins were concentrated using Vivaspin 500 Centrifugal Concentrators (10,000 MWCO). We analyzed the proteins using a 12% acrylamide gel followed by Coomassie staining to assess protein purity. Protein concentration was measured using the Pierce 660 nm Protein Assay Kit (Thermo Fisher).

### In vitro protein interaction assay

As described in the figure legends, recombinant proteins were added to solutions at varying concentrations with 200–220 mM final NaCl with or without 10% PEG-8000 as crowding agent in the reaction buffer (50 mM Tris-HCl pH 7.4, 10% glycerol, 1 mM DTT). The protein solution was loaded onto glass slides within a silicone isolator (Sigma) and imaged using a Zeiss LSM 800. For all experiments, at least three independent mixtures were analyzed. For better visualization, micrographs were color-inverted using ImageJ for Fig. 3f, h. For quantification of fluorescent spots, we performed Particle Analysis using ImageJ with a size threshold of 1 μm^2^.

### Gene expression analyses

For RNA-Seq experiments, total RNA from three biological replicates of age-synchronized young adult hermaphrodites (200 in total, picked manually) of wild-type, *lin-29(n836), mab-10(tm2497), and ddx-23(n5705)* genotypes were prepared using a BeadBug microtube homogenizer (Sigma) and 0.5-mm zirconium beads (Sigma). RNA was extracted using the RNeasy Mini kit (QIAGEN) according to the manufacturer’s instructions. RNA libraries were prepared for sequencing using standard Illumina protocols and the NeoPrep system. RNA-Seq was performed using the Illumina NextSeq500 platform, and data were analyzed using standard protocols^75^. Reads were mapped against *Caenorhabditis elegans* ws258 reference sequences using STAR/2.5.3a, and gene expression was quantified using RSEM v. 1.3.0. Differential gene expression analysis was performed using DESeq2. An adjusted *P* value cutoff of <0.05 and a fold change of more than 2 was used to identify differentially expressed genes between the wild-type and mutants. 

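Among the genes higher in all 3 mutants at an adjusted p under 0.05 from limma and a 2-fold difference were 8 of the 13 collagens that the paper plots: *col-3*, *col-94*, *col-107*, *col-117*, *col-144*, *col-166*, *col-167* and *col-169*. The smallest of their 3 differences from wild-type ranged from 1.86 for *col-94* to 3.61 for *col-107*. Another collagen, *col-10*, also had differences of 5.39, 3.15 and 3.22 in *lin-29*, *mab-10* and *ddx-23* mutants. Of the plotted hedgehog-related genes, *grd-10* was among them and *grd-13* was not, as its difference in *ddx-23* mutants was 0.87 (adjusted p = 0.0935 from limma). Of the plotted receptor genes *ptr-23* was among them, and *ptr-6* and *ptr-22* did not pass in *mab-10* mutants, with differences of 1.28 and 0.95 (adjusted p = 0.118 and 0.166 from limma). Both were low in wild-type, where FPKM ranged from 0.25 to 0.49 and from 0.07 to 0.35. In *mab-10* mutants it ranged from 1.47 to 3.64 and from 1.14 to 1.37. At such levels the added 1 makes a difference understate the fold. With no fold threshold, 99 genes had an adjusted p under 0.05 and a higher level in all 3 mutants.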

There were 102 genes—including larval-specific collagen genes and several *hedgehog*-related (*grd)* genes and putative *hedgehog* receptor (*ptr*) genes—that were upregulated in all three mutants (*lin-29, mab-10*, and *ddx-23* mutants) relative to wild-type animals. We performed gene ontology enrichment analysis and protein domain enrichment analysis using DAVID functional annotation tools^76,77^.

### Statistical analysis

Unpaired, two-tailed *t* tests were used to compare half-maximal recovery times from FRAP studies of MAB-10::GFP in foci and diffuse signals, numbers of seam cells that undergo extra seam cell division between strains, normalized gene expression abundance log_2_(fpkm+1) of multiple genes between strains, the number of homotypic droplets of control mNeonGreen alone to that of purified DDX-23-mNeonGreen, the number of homotypic droplets of control mScarlet I alone to that of purified MAB-10-mScarlet I, and the number of MAB-10 droplets in mixed heterotypic assays with control, wild-type DDX-23, mutant DDX-23[I383F] or DDX-23(ΔIDR) proteins. Two-tailed t-tests were also used to compare MAB-10 total nuclear intensity in wild-type and *ddx-23(n5705)* animals, and *maIs105* transgene levels in wild-type, *mab-10, ddx-23, mab-10; ddx-23* and *ddx-23(+)* rescue animals. Fisher’s exact test was used to compare the number of animals that have MAB-10::GFP foci in adult hypodermal nuclei in wild-type versus *ddx-23(n5703)* or *ddx-23(n5705)* mutants. Gene ontology enrichment analysis was performed according to DAVID functional annotation tools^76,77^; Fisher’s exact test was used to determine *P* values, and False Discovery Rates were calculated using the Benjamini–Hochberg procedure to correct for multiple testing. Statistical tests were performed using GraphPad Prism 6 software. Biological replicates were performed using separate populations of animals.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

### Source data

Source Data

## Data Availability

All data required to assess the study’s conclusions are present in the main text and supplementary materials. The RNAseq dataset generated in this study has been deposited in the NCBI GEO database under accession code GSE151399. *Caenorhabditis elegans* ws258/WBcel235 reference sequences were used. Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, H. Robert Horvitz (). Source data are provided with this paper.

# Supplementary material for: A DEAD-box helicase drives the partitioning of a pro-differentiation NAB protein into nuclear foci
**Source:** Nat Commun. 2023 Oct 18;14:6593. doi: 10.1038/s41467-023-42345-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Supplementary Figure 1
Supplementary Figure 2
Supplementary Figure 3
Supplementary Figure 4
Supplementary Table 1

A DEAD-box helicase drives the partitioning of a pro-differentiation NAB protein into nuclear foci

Akiko Doi¹, Gianmarco D. Suarez¹, Rita Droste¹, and H. Robert Horvitz^{1,*}

Supplementary Figure 1

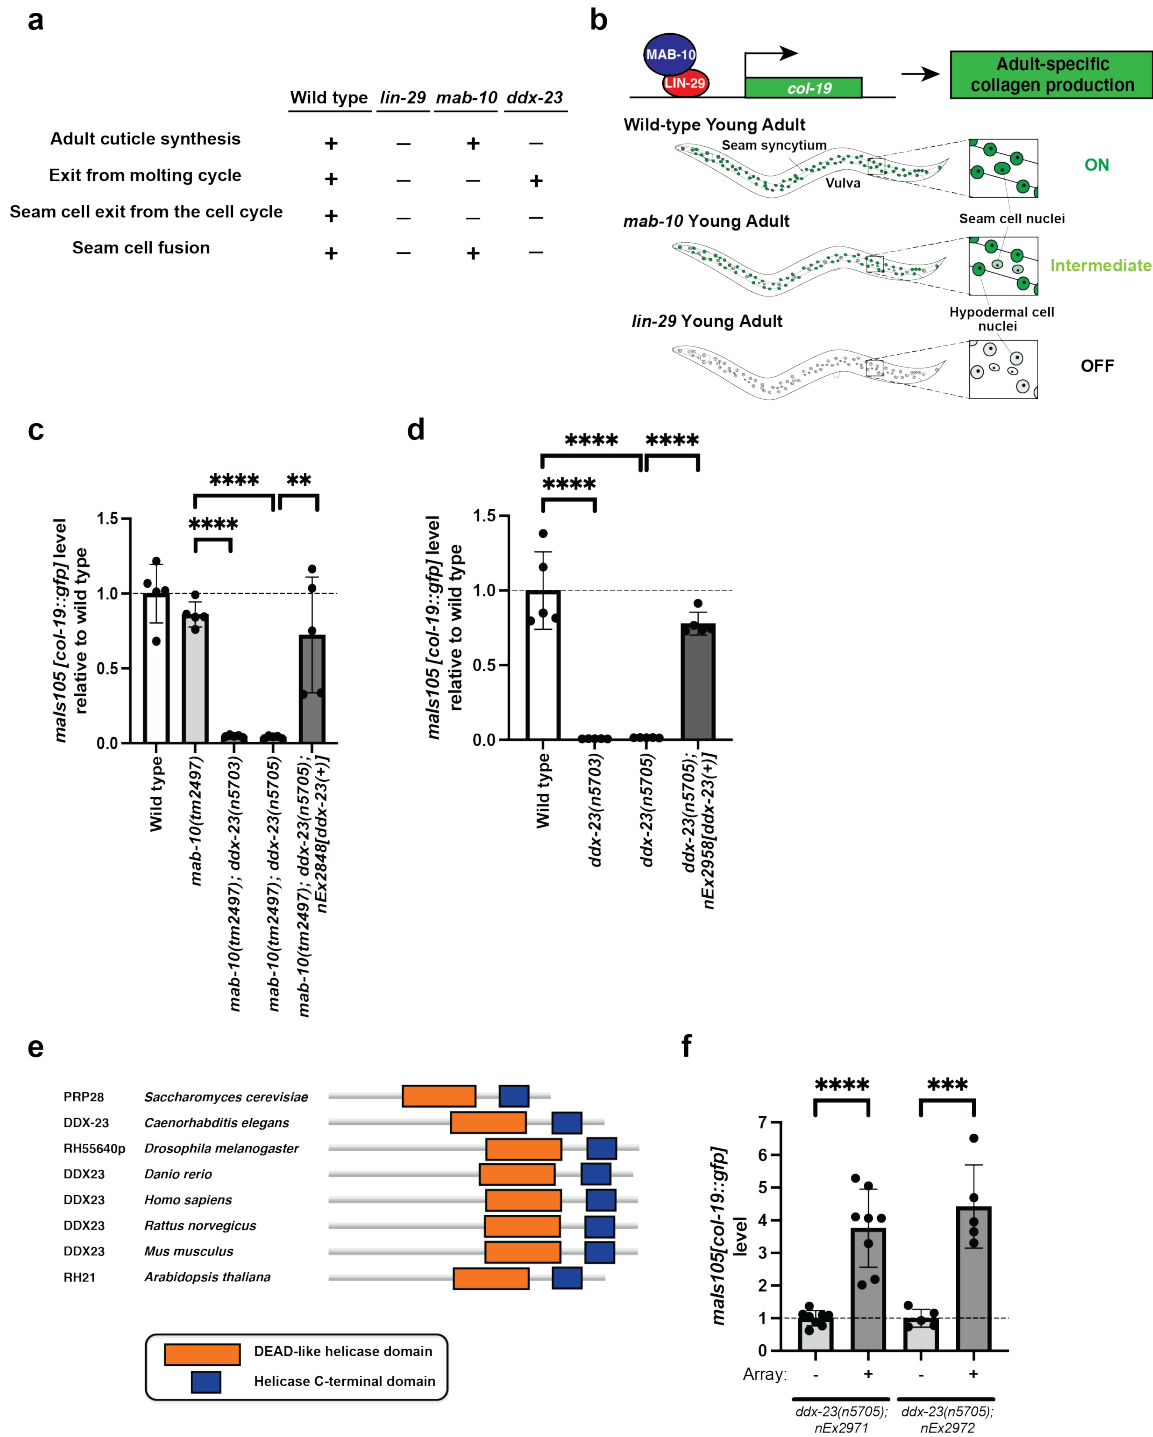

Supplementary Figure 1. *lin-29* and *mab-10* mutant phenotypes and molecular identification of *ddx-23*. **a**, Presence(+) or absence(-) of the four key characteristic events that normally occur during the larval-to-adult transition for the indicated genotypes. **b**, Rationale for the F2 non-clonal screen for factors that act with or in parallel to MAB-10. The *col-19::gfp* (*mals105*) transgene was used as a reporter for the heterochronic pathway. In wild-type animals *mals105* is up-regulated in adults, whereas in *lin-29* mutant adult animals this reporter is not expressed. In *mab-10* mutant adult animals there is a reduced level of *mals105* expression. **c**, Relative reporter GFP expression of *col-19::gfp* (*mals105*) in the isolates from the screen (*mab-10(tm2497)*; *ddx-23(n5703)* and *mab-10(tm2497)*; *ddx-23(n5705)*), and rescue of low GFP expression in the presence of an extrachromosomal array expressing *ddx-23*. GFP quantification was performed in strains shown in Fig. 2b (5 animals per genotype). Error bars, mean value +/- SD. **** $p = 2.20 \times 10^{-8}$ (*mab-10(tm2497)* vs. *mab-10(tm2497); ddx-23(n5703)*), $p = 2.05 \times 10^{-8}$ (*mab-10(tm2497)* vs. *mab-10(tm2497); ddx-23(n5705)*), ** $p=0.0043$ (Two-sided t-test). **d**, Relative reporter GFP expression of *col-19::gfp* (*mals105*) in *ddx-23(n5703)* and *ddx-23(n5705)* single mutants, and rescue of low GFP expression in the presence of an extrachromosomal array expressing *ddx-23*. GFP quantification was performed in strains shown in Fig. 2c (5 animals per genotype). Error bars, mean value +/- SD. **** $p = 2.66 \times 10^{-5}$ (wild-type vs. *ddx-23(n5703)*), $p = 2.80 \times 10^{-5}$ (wild-type vs. *ddx-23(n5705)*), $p = 1.87 \times 10^{-8}$ (*ddx-23(n5705)* vs. *ddx-23(n5705); nEx[ddx-23(+)]*) (Two-sided t-test). **e**, Homologs of the *C. elegans* DDX-23 protein contain the DEAD-like helicase domain (orange) and the helicase C-terminal domain (blue). **f**, Relative reporter GFP expression of *col-19::gfp* (*mals105*) in *ddx-*

23(*n5705*) when overexpressing human *DDX23* codon-optimized for expression in *C. elegans* (*ceDDX23*). GFP quantification was performed in strains shown in Fig. 2f. 5-8 animals per genotype were analyzed. Error bars, mean value +/- SD. **** $p = 1.66 \times 10^{-5}$ (*ddx-23(n5705);nEx2971 +/- array*), *** $p=0.0004$ (*ddx-23(n5705);nEx2972 +/- array*) (Two-sided t-test).

Source data for panels **c**, **d**, and **f** are provided as a Source Data file.

Supplementary Figure 2

a *ddx-23* : CRISPR-Cas9-generated alleles

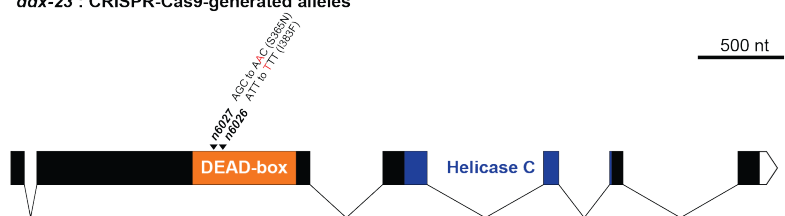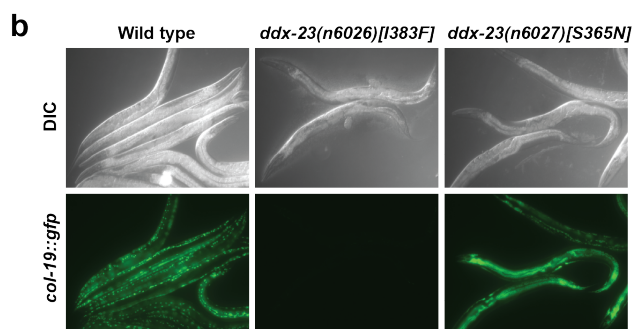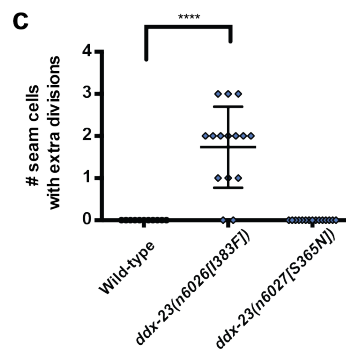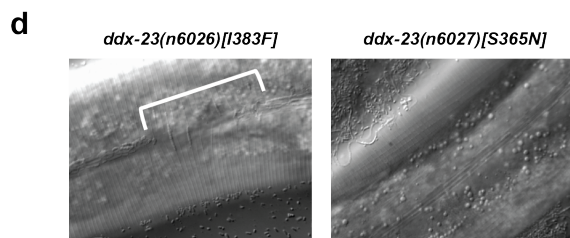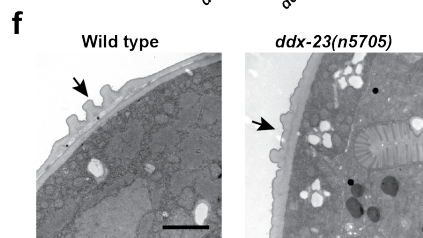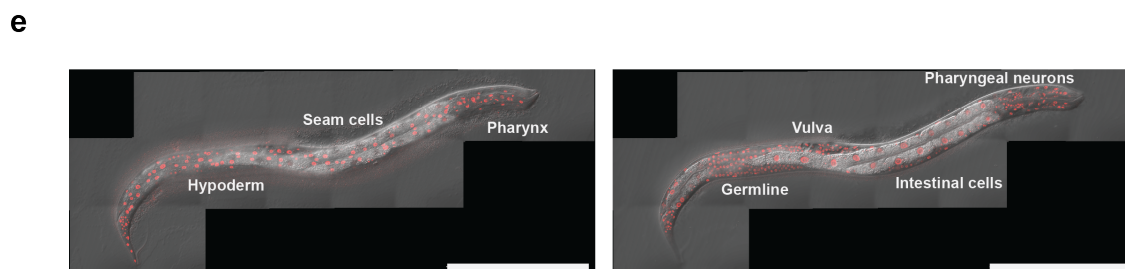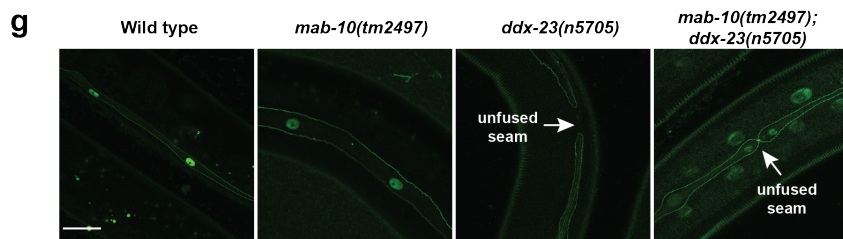

Supplementary Figure 2. CRISPR-Cas9-generated *ddx-23(n6026)* allele encoding DDX-23[I383F] phenocopies the *ddx-23(n5705)* abnormal phenotype. **a**, Schematic of *ddx-23* gene structure. *ddx-23(n6026)[I383F]* and *ddx-23(n6027)[S365N]* alleles were individually recreated using the CRISPR-Cas9 genome-editing technology. Both of these DDX-23 missense mutations (S365N, I383F) were present in the strain isolated from the *mab-10* enhancer screen. For simplicity, we designated the allele *ddx-23(n5705)* from the *mab-10* enhancer screen as the causal mutation for the abnormal phenotypes and concluded that the DDX-23[I383F] mutation is responsible for the phenotypic effects based on the observation that *ddx-23(n6026)[I383F]* but not *ddx-23(n6027)[S365N]* phenocopied the *ddx-23(n5705)* seam cell abnormalities (Fig. 2c, g and Supp Fig. 2b-d). **b**, Representative micrographs of *mals105[col-19::gfp]* reporter expression in one-day old adults of the indicated genotypes. *ddx-23(n6026)[I383F]* but not *ddx-23(n6027)[S365N]* mutants showed low *col-19* transgene expression. Images are representative of 11-15 animals per genotype. **c**, Number of seam cells that undergo extra seam cell division, scored in one-day old wild-type ($n = 11$), *ddx-23(n6026)[I383F]* ($n = 15$), and *ddx-23(n6027)[S365N]* ($n = 15$) adults. *ddx-23(n6026)[I383F]* but not *ddx-23(n6027)[S365N]* mutants had seam cells that underwent extra divisions. Error bars, mean value $\pm$ SD. **** $p = 3.87 \times 10^{-6}$ (Two-sided t-test). **d**, Representative micrographs of the lateral alae, longitudinal cuticular ridges generated by the seam cells, of *ddx-23(n6026)[I383F]* and *ddx-23(n6027)[S365N]* one-day old adults. *ddx-23(n6026)[I383F]* but not *ddx-23(n6027)[S365N]* mutants had defective alae formation. Images are representative of 15 animals per genotype. **e**, Representative micrographs of late L4 stage animals expressing *n6092[tagRFP-T::ddx-23]*. Images are representative of 10 animals. Two confocal microscopy planes are shown to illustrate the various cell types in which *n6092[tagRFP-T::ddx-23]* is expressed, Scale bar, 200 μ m. **f**, Electron micrographs of cross-sections of wild-type and *ddx-23(n5705)* 24 hour adult males. Images are representative of 3 animals per genotype. Arrows indicate adult-specific lateral alae. Scale bars, 2 μ m. **g**, Confocal fluorescence images of seam cell fusion events observed in one-day old adults of the indicated genotypes containing the reporter *wls78[ajm-1::gfp + scm::gfp]*, which marks

the seam cell nuclei and adherens junctions. Images are representative of 5-8 animals per genotype. Scale bar, 20 μm .

Source data for panel **c** is provided as a Source Data file.

Supplementary Figure 3

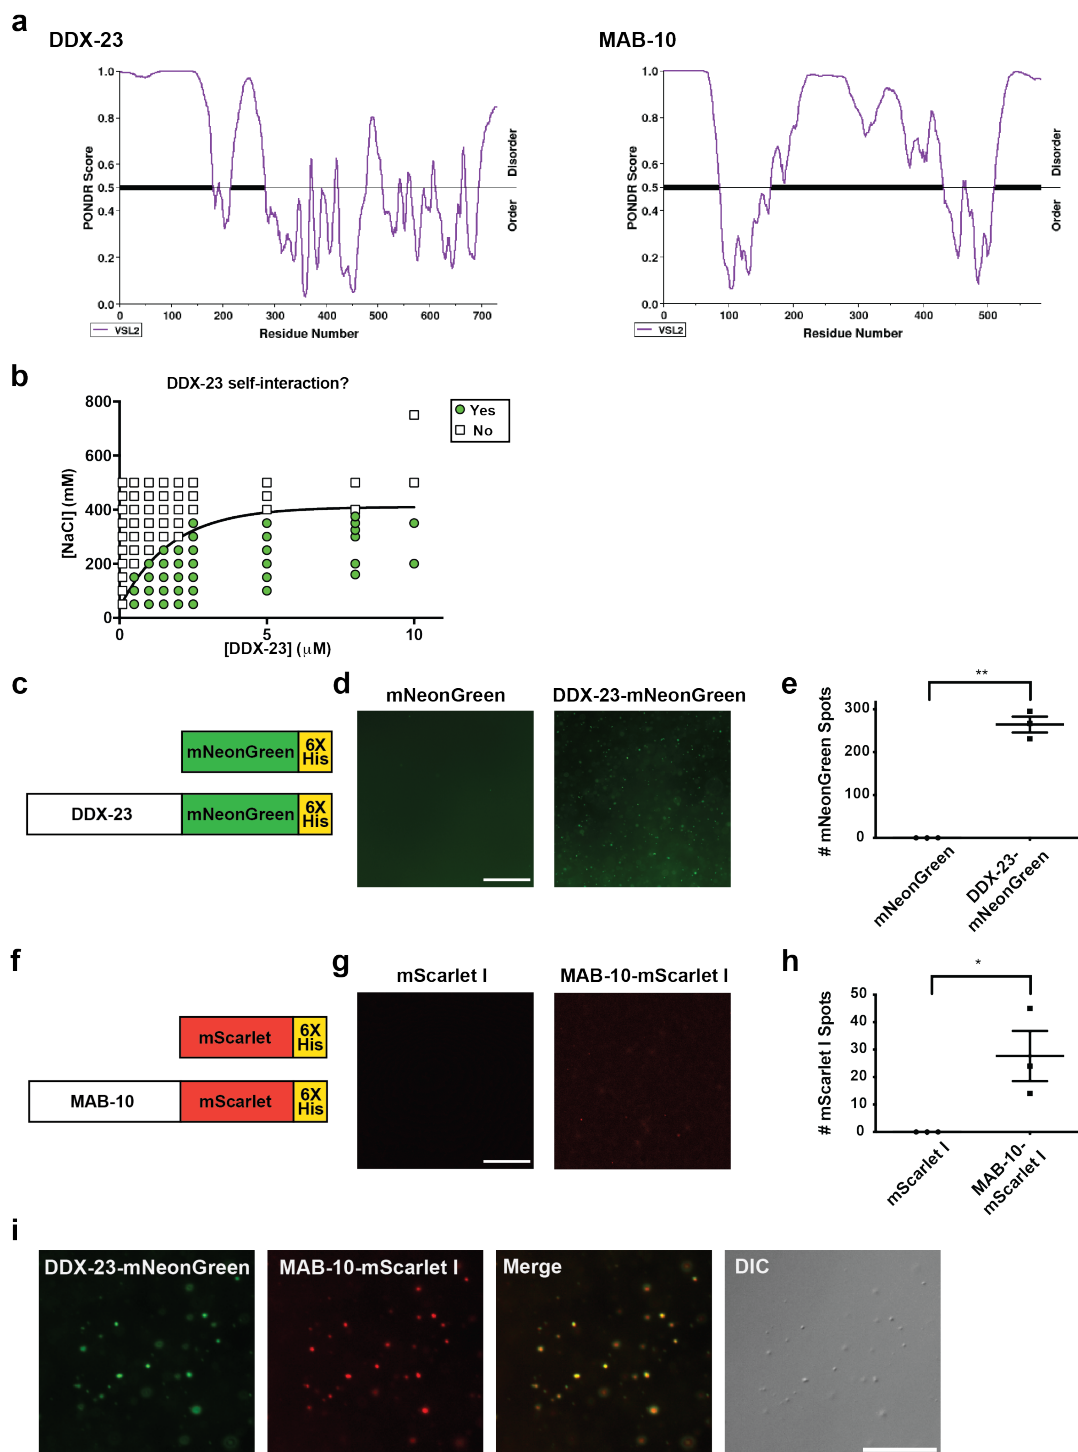

Supplementary Figure 3. DDX-23 and MAB-10 self-interact and interact with each other.

a, Graphs plotting intrinsic disorder of DDX-23 (left panel) and MAB-10 (right panel). PONDR (Predictor of Natural Disordered Regions) VSL2 scores¹ (<http://www.pondr.com/>) are shown on the y axis, and amino acid positions are shown on the x axis. PONDR scores show predictions of ordered (PONDR score < 0.5) or disordered (PONDR score > 0.5) structure throughout the protein. **b**, Diagram plotting purified DDX-23 protein and NaCl concentrations, scoring for presence (green circles) or absence (white squares) of optically resolvable spots. Assays were performed in the absence of the molecular crowder PEG-8000² to determine if the DDX-23 protein is capable of self-interacting under physiologically relevant concentrations. **c**, Schematic view of control mNeonGreen protein and DDX-23-mNeonGreen used for recombinant protein production. **d**, Representative images ($n = 3$) of *in vitro* assays testing homotypic interaction of purified DDX-23-mNeonGreen (right panel) and mNeonGreen alone as a control (left panel). Assays were performed in the presence of 220 mM NaCl using 500 nM purified protein (no PEG-8000). Scale bar, 200 μ m. **e**, Number of spots of control mNeonGreen alone and of DDX-23-mNeonGreen. Data from 3 independent experiments were analyzed. Error bars, mean value $\pm$ SEM. $**p = 0.001$ (Two-sided t-test). **f**, Schematic view of control mScarlet I protein and MAB-10-mScarlet I used for recombinant protein production. **g**, Representative images ($n = 3$) of *in vitro* assays testing homotypic interaction of purified MAB-10-mScarlet I (right panel) and mScarlet I alone as a control (left panel). Assays were performed in the presence of 220 mM NaCl using 500 nM purified protein (no PEG-8000). Scale bar, 200 μ m. **h**, Number of homotypic spots of control mScarlet I alone and of MAB-10-mScarlet I. Data from 3 independent experiments were analyzed. Error bars, mean value $\pm$ SEM. $*p = 0.0388$ (Two-sided t-test). **i**, Representative micrograph of *in vitro* assays testing heterotypic interactions between purified DDX-23-mNeonGreen and MAB-10-mScarlet I. Scale bar, 50 μ m.

Source data for panels **b**, **e**, and **h** are provided as a Source Data file.

Supplementary Figure 4

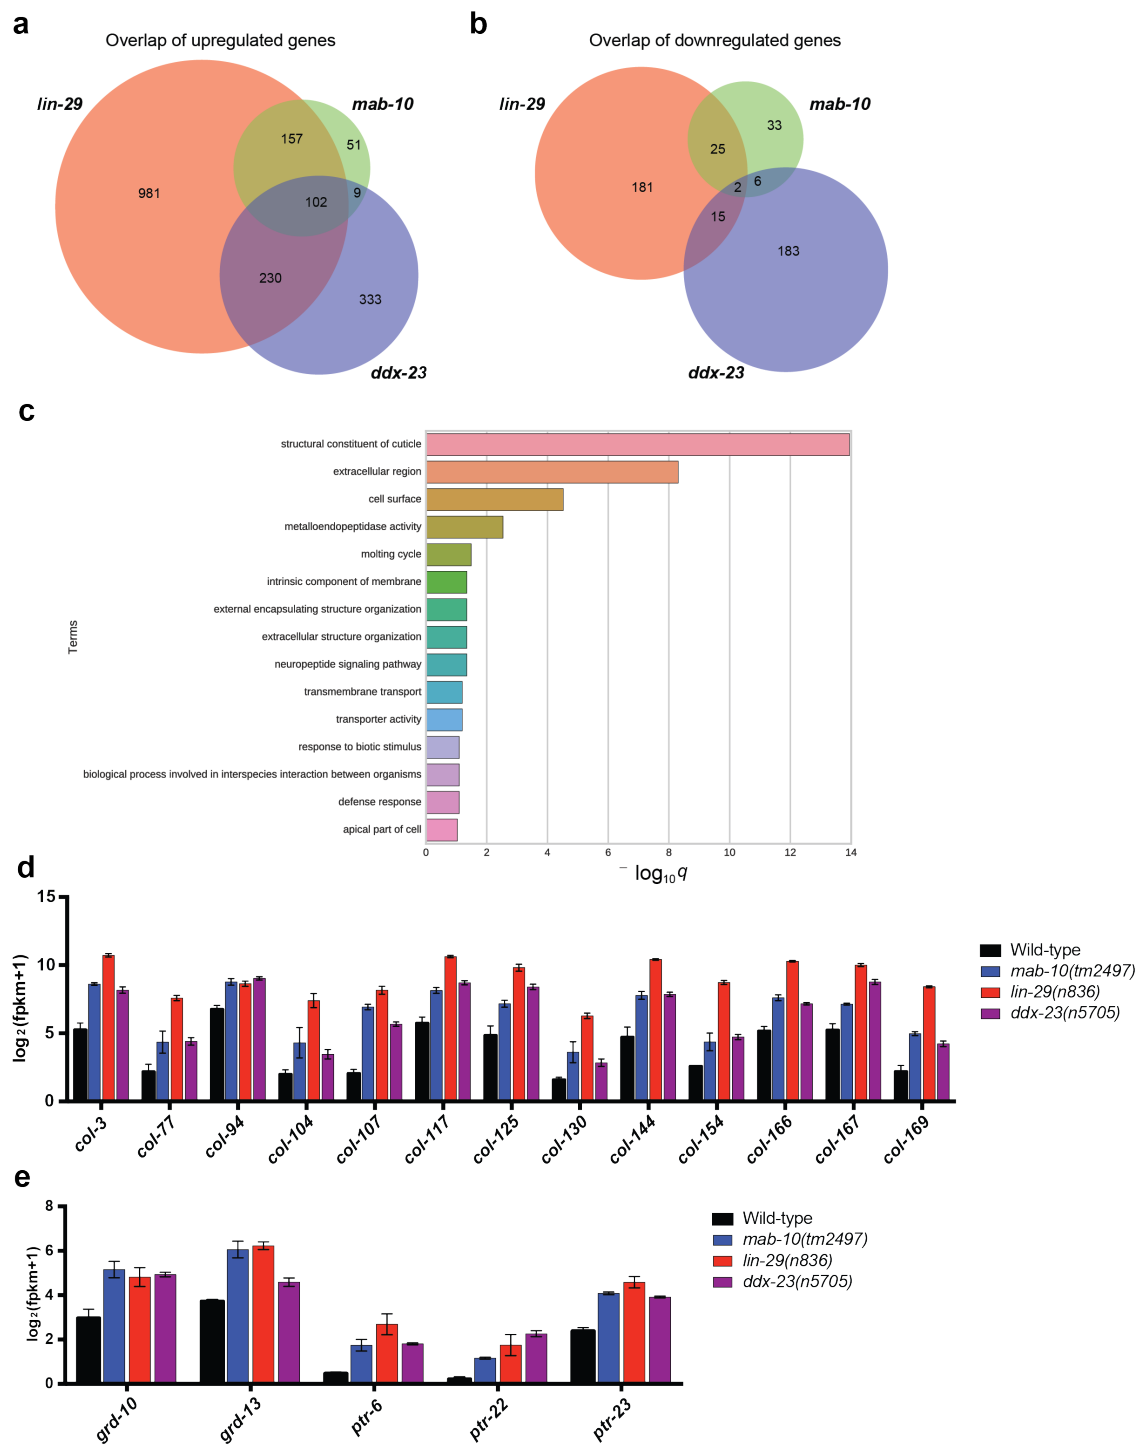

Supplementary Figure 4. LIN-29, MAB-10, and DDX-23 proteins are critical in establishing an adult gene expression profile by transcriptionally repressing larval-related genes and *hedgehog*-related genes. **a**, Venn diagram depicting the

overlap in genes upregulated in *lin-29*, *mab-10* and *ddx-23* mutant adults. **b**, Venn diagram depicting the overlap in genes downregulated in *lin-29*, *mab-10* and *ddx-23* mutant adults. **c**. 

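Genes higher in 1 mutant alone numbered 1218 in *lin-29*, 15 in *mab-10* and 323 in *ddx-23* mutants, and 29, 260 and 14 were higher in *lin-29* and *mab-10*, *lin-29* and *ddx-23*, and *mab-10* and *ddx-23* mutants and not in the third mutant. Genes lower in 1 mutant alone numbered 103, 5 and 50, and 11, 4 and 1 were lower in those pairs. Each count is of genes past the limma threshold in the named mutants and not past it in the others, and a gene that misses the threshold in a mutant is not shown to differ between mutants. The set of the 3 mutants holds 54.7% of the genes higher in *mab-10* mutants.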

Gene set enrichment analysis (using DAVID functional annotation tools) on the overlapping set of genes that are upregulated in *lin-29*, *mab-10* and *ddx-23* mutant adults. **d**, Normalized gene expression abundance, calculated as $\log_2(\text{fragments per kilobase million (fpkm)} + 1)$, of multiple collagen genes that are up-regulated in *lin-29*, *mab-10*, and *ddx-23* mutant adult animals, as identified by RNA-Seq analysis. In wild-type animals, these collagen genes are expressed highly in L4 stage animals and decrease in expression in adults. Genotypes are depicted with the following colors: wild-type (black), *mab-10(tm2497)* (blue), *lin-29(n836)* (red), *ddx-23(n5705)* (purple). 

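For the 13 collagens, 39 comparisons between a mutant and wild-type were made, and 37 had all 3 mutant libraries above all 3 wild-type libraries (an exact permutation test cannot go below p = 0.1 for 3 libraries against 3). The exceptions were *col-77* and *col-104* in *mab-10* mutants, whose libraries overlapped with wild-type. By limma, 31 of the 39 comparisons had an adjusted p under 0.05 over all tested genes, and the largest adjusted p was 0.309, for *col-104* in *ddx-23* mutants. In wild-type libraries the levels of *col-3* were 5.27 ± 0.85 and those of *col-10* were 4.89 ± 1.33 (SD, n = 3), so the spread of single collagens within wild-type reached over 1 on the log2 scale.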

Error bars, mean value $\pm$ SEM. $p < 0.01$ for all comparisons between wild-type vs. mutant. **e**, Normalized gene expression abundance, calculated as $\log_2(\text{fragments per kilobase million (fpkm)} + 1)$, of several *hedgehog*-related (*grd*) genes and their putative receptor (*ptr*) genes that are up-regulated in *lin-29*, *mab-10*, and *ddx-23* mutant adults, as identified by RNA-Seq analysis. 

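The genes *grd-10* (chromosome IV, 3441055 to 3441841) and *grd-13* (chromosome IV, 3438312 to 3439507) had wild-type levels of 2.96 ± 0.72 and 3.72 ± 0.17 (SD, n = 3), and *ptr-6*, *ptr-22* and *ptr-23* had 0.46 ± 0.13, 0.21 ± 0.19 and 2.38 ± 0.27. In *lin-29* mutants the levels were 4.82 ± 0.74 for *grd-10*, 6.23 ± 0.30 for *grd-13*, 2.69 ± 0.81 for *ptr-6*, 1.75 ± 0.82 for *ptr-22* and 4.59 ± 0.44 for *ptr-23*. All 15 comparisons had the 3 mutant libraries above the 3 wild-type libraries, and 12 had an adjusted p under 0.05 by limma: 5 in *lin-29*, 3 in *mab-10* and 4 in *ddx-23* mutants (5, 5 and 5 adjusted over the list alone, for a list that the study chose on these libraries and that is not independent evidence). Without wild-type replicate 1 or 2 or any 1 *ddx-23* replicate, 2 of the 5 passed in *ddx-23* mutants, and without *lin-29* replicate 1 all 5 passed in *mab-10* mutants.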

Error bars, mean value $\pm$ SEM. $p < 0.01$ for all comparisons between wild-type vs. mutant.

Source data for panels **d** and **e** are provided as a Source Data file.

Supplementary Table 1. *C. elegans* strains used in this study.

Strain	Genotype	Description	Related Figure(s)
N2	Wild-type (Bristol strain)	Reference wild-type strain	
MT22656	<i>mals105</i> (Hawaiian strain)	Polymorphic Hawaiian strain with <i>mals105[col-19::gfp]</i> used for genetic mapping and SNP analysis	
MT23456	<i>mab-10(n5909[mab-10::gfp]) II</i>	<i>mab-10</i> locus endogenously tagged with GFP	Fig. 1b, 1d, 1e, 1f, 3j, 3k, 3l
MT25264	<i>nEx2768</i>	Carries an extrachromosomal array of <i>Pceh-16::DDX-23(WT)cDNA-spGFPN::unc-54 3'UTR + Pceh-16::MAB-10cDNA-spGFPC::unc-54 3'UTR + Prab-3::mCherry</i>	Fig. 3d
MT25265	<i>nEx2769</i>	Carries an extrachromosomal array of <i>Pceh-16::DDX-23(WT)cDNA-spGFPN::unc-54 3'UTR + Pceh-16::empty-spGFPC::unc-54 3'UTR + Prab-3::mCherry</i>	Fig. 3d
MT25858	<i>nEx2931</i>	Carries an extrachromosomal array of <i>mab-10::mCherry + Pceh-16::mab-10::spGFPC + Pceh-16::ddx-23::spGFPN + Pmyo-2::mCherry</i>	Fig. 3e
MT25861	<i>nEx2934</i>	Carries an extrachromosomal array of <i>mab-10::mCherry + Pceh-16::empty::spGFPC + Pceh-16::ddx-23::spGFPN + Pmyo-2::mCherry</i>	Fig. 3e
MT26288	<i>n5909[mab-10::gfp]; ddx-23(n5703)</i>	<i>ddx-23(n5703)</i> mutant animal that carries the MAB-10 reporter (<i>n5909[mab-10::gfp]</i>)	Fig. 3j, 3k
MT25730	<i>n5909[mab-10::gfp]; ddx-23(n5705)</i>	<i>ddx-23(n5705)</i> mutant animal that carries the MAB-10 reporter (<i>n5909[mab-10::gfp]</i>)	Fig. 3j, 3k, 3l
MT26024	<i>ddx-23(n5705); mals105; nEx2971</i>	<i>ddx-23(n5705)</i> mutant animal that carries the <i>col-19::gfp</i> reporter (<i>mals105</i>) and an extrachromosomal array of <i>ddx-23(operon)::C. elegans-optimized human DDX23::ddx-23 3'UTR + myo-2p::mCherry</i>	Fig. 2f, Supp. Fig. 1f
MT26025	<i>ddx-23(n5705); mals105; nEx2972</i>	<i>ddx-23(n5705)</i> mutant animal that carries the <i>col-19::gfp</i> reporter (<i>mals105</i>) and an extrachromosomal array of <i>ddx-23(operon)::C. elegans-optimized human DDX23::ddx-23 3'UTR + myo-2p::mCherry</i>	Fig. 2f, Supp. Fig. 1f

Strain	Genotype	Description	Related Figure(s)
MT26011	<i>ddx-23(n5705); mals105 ; nEx2958</i>	<i>ddx-23(n5705)</i> mutant animal that carries the col-19::gfp reporter (<i>mals105</i>) and an extrachromosomal array of <i>ddx-23(operon)::DDX-23::tagRFP-T::ddx-23 3'UTR + myo-2p::mCherry</i>	Fig. 2c, Supp. Fig. 1d
MT25530	<i>mab-10(tm2497); ddx-23(n5705); mals105; nEx2848</i>	<i>mab-10(tm2497); ddx-23(n5705)</i> mutant animal that carries the col-19::gfp reporter (<i>mals105</i>) and an extrachromosomal array of <i>ddx-23(operon)::ddx-23::ddx-23 3'UTR + ttx-3promB::mCherry + rab-3p::mCherry::unc-54 3'UTR</i>	Fig. 2b, Supp. Fig. 1c
VT1367	<i>mals105</i>	Carries the col-19::gfp reporter (<i>mals105</i>)	Fig. 2b, 2c, 2g, 4c, Supp. Fig. 1c, Supp. Fig. 1d, Supp. Fig. 2a-d, Supp. Fig. 2f, Supp. Fig. 4
MT23825	<i>ddx-23(n5705); mals105</i>	<i>ddx-23(n5705)</i> mutant animal that carries the col-19::gfp reporter (<i>mals105</i>)	Fig. 2c, 2g, 4c, Supp. Fig. 1d, Supp. Fig. 2f, Supp. Fig. 4
MT23818	<i>ddx-23(n5703); mals105</i>	<i>ddx-23(n5703)</i> mutant animal that carries the col-19::gfp reporter (<i>mals105</i>)	Fig. 2c, 2g, Supp. Fig. 1d
MT19733	<i>mab-10(tm2497); mals105</i>	<i>mab-10(tm2497)</i> mutant animal that carries the col-19::gfp reporter (<i>mals105</i>)	Fig. 2b, 2g, 4c, Supp. Fig. 1c, Supp. Fig. 4
MT23824	<i>mab-10(tm2497); ddx-23(n5705); mals105</i>	<i>mab-10(tm2497); ddx-23(n5705)</i> mutant animal that carries the col-19::gfp reporter (<i>mals105</i>)	Fig. 2b, 2g, Supp. Fig. 1c
MT23817	<i>mab-10(tm2497); ddx-23(n5703); mals105</i>	<i>mab-10(tm2497); ddx-23(n5703)</i> mutant animal that carries the col-19::gfp reporter (<i>mals105</i>)	Fig. 2b, Supp. Fig. 1c
MT24358	<i>lin-29(n836); mals105</i>	<i>lin-29(n836)</i> mutant animal that carries the col-19::gfp reporter (<i>mals105</i>)	Fig. 2g, 4c, Supp. Fig. 4
MT24153	<i>n6026; mals105</i>	<i>ddx-23(n6026)[I383F]</i> mutant animal that carries the col-19::gfp reporter (<i>mals105</i>)	Supp. Fig. 2a-d
MT24154	<i>n6027; mals105</i>	<i>ddx-23(n6027)[S365N]</i> mutant animal that carries the col-19::gfp reporter (<i>mals105</i>)	Supp. Fig. 2a-d
MT22079	<i>wls78</i>	Carries the <i>wls78[ajm-1::gfp + scm::gfp]</i> reporter	Supp. Fig. 2g

Strain	Genotype	Description	Related Figure(s)
MT19521	<i>mab-10(tm2497); wls78; him-5(e1467ts)</i>	<i>mab-10(tm2497)</i> mutant animal that carries the <i>wls78[ajm-1::gfp + scm::gfp]</i> reporter	Supp. Fig. 2g
MT24251	<i>ddx-23(n5705); wls78</i>	<i>ddx-23(n5705)</i> mutant animal that carries the <i>wls78[ajm-1::gfp + scm::gfp]</i> reporter	Supp. Fig. 2g
MT24252	<i>mab-10(tm2497); ddx-23(n5705); wls78</i>	<i>mab-10(tm2497); ddx-23(n5705)</i> mutant animal that carries the <i>wls78[ajm-1::gfp + scm::gfp]</i> reporter	Supp. Fig. 2g
MT24355	<i>ddx-23(n6092[tagRFP-T LoxP 3xFlag::ddx-23])</i>	<i>ddx-23</i> locus endogenously tagged with tagRFP-T	Supp. Fig. 2e
MT24723	<i>n5909[mab-10::gfp]; ddx-23(n6092 [tagRFP-T LoxP 3xFlag::ddx-23])</i>	Strain carrying the MAB-10 reporter (<i>n5909[mab-10::gfp]</i>) and the DDX-23 reporter (<i>n6092 [tagRFP-T LoxP 3xFlag::ddx-23]</i>)	Fig. 3a
MT23457	<i>lin-29(n5908[lin-29::gfp])</i>	<i>lin-29</i> locus endogenously tagged with GFP	Fig. 4b
MT26078	<i>lin-29(n5908[lin-29::gfp]); nEx3004</i>	Strain carrying the LIN-29 reporter (<i>n5908[lin-29::gfp]</i>) and an extrachromosomal array of <i>mab-10p::MAB-10::mCherry + myo-2p::mCherry</i>	Fig. 4a
MT23550	<i>mab-10(tm2497) n5908[lin-29::gfp]</i>	<i>mab-10(tm2497)</i> mutant animal carrying the LIN-29 reporter (<i>n5908[lin-29::gfp]</i>)	Fig. 4b
MT24317	<i>n5908[lin-29::gfp]; ddx-23(n5705)</i>	<i>ddx-23(n5705)</i> mutant animal carrying the LIN-29 reporter (<i>n5908[lin-29::gfp]</i>)	Fig. 4b
MT24362	<i>mab-10(tm2497) n5908[lin-29::gfp]; ddx-23(n5705)</i>	<i>mab-10(tm2497); ddx-23(n5705)</i> mutant animal carrying the LIN-29 reporter (<i>n5908[lin-29::gfp]</i>)	Fig. 4b

References

1. Peng, K., Radivojac, P., Vucetic, S., Dunker, A. K. & Obradovic, Z. Length-dependent prediction of protein intrinsic disorder. *BMC Bioinformatics* **7**, 208 (2006).
2. Kuznetsova, I. M., Turoverov, K. K. & Uversky, V. N. What macromolecular crowding can do to a protein. *Int. J. Mol. Sci.* **15**, 23090–23140 (2014).

# Supplementary material for: A DEAD-box helicase drives the partitioning of a pro-differentiation NAB protein into nuclear foci
**Source:** Nat Commun. 2023 Oct 18;14:6593. doi: 10.1038/s41467-023-42345-9
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

RNA-seq libraries were prepared for sequencing using standard Illumina protocols (using the NeoPrep system) and run on Illumina NextSeq 500.
Nomarski DIC and epifluorescence micrographs were obtained using a Zeiss Axio Imager Z2 compound microscope and Zen Blue (Zeiss) software. Confocal microscopy was performed using the Zeiss LSM 800 instrument and images were obtained using the Zen Blue 2.0 (Zeiss) software.

Data analysis

For RNA-seq data analysis, quality control was carried out by MIT BMC/BCC in-house pipeline including sequencing error rate estimation, sequencing reads complexity estimation, fastqc report, and sample contamination estimation. RNA-Seq mapping was performed against ws258/WBcel235 reference for *Caenorhabditis elegans* sequences using STAR/2.5.3a. Gene expression was quantified using RSEM v. 1.3.0. Differential gene expression analysis was performed using DESeq2.
ImageJ 1.52i was used to determine fluorescence signal intensity of *C. elegans* reporters from micrographs. Adobe Illustrator CS4 software was used for preparing images for final publication. GraphPad Prism 6 software was used to perform all statistical analysis and graph generation.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings of this paper are provided in the main text, supplementary materials, and source data file. The RNAseq dataset generated in this study has been deposited in the NCBI GEO database under accession code GSE151399. *Caenorhabditis elegans* ws258 / WBcel235 reference sequences were used in this study. Further information and requests for resources and reagents are available upon request to the corresponding author.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to predetermine sample size. For analysis of reporter intensities and seam cell counts in <i>C. elegans</i> , we found that 5 randomly selected animals largely reflected the variance seen within each genotype of animals. We therefore used at least 5 animals per treatment/mutant group for all such analyses. For in vitro protein interaction assays, we examined 3 independent experiments and the results from all 3 experiments led to the same conclusion.
Data exclusions	No data were excluded from analysis.
Replication	All experiments using <i>C. elegans</i> animals were performed at least three independent times and successfully replicated each time. Similarly, in vitro findings using recombinant proteins were successfully replicated at least three times.
Randomization	<i>C. elegans</i> animals were randomly chosen for imaging and quantification for each condition in each experiment.
Blinding	We did not perform blinding experiments because mutant animals display abnormal phenotypes that are obvious and hence blinding would not work.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Caenorhabditis elegans. Strain names: N2, MT22656, MT23456, MT25264, MT25265, MT25858, MT25861, MT26288, MT25730, MT26024, MT26025, MT26011, MT25530, VT1367, MT23825, MT23818, MT19733, MT23824, MT23817, MT24358, MT24153, MT24154, MT22079, MT19521, MT24251, MT24252, MT24355, MT24723, MT26078, MT23457, MT23550, MT24317, MT24362. All strains were tested at L4 or one-day old adults. More details on the strains used in this study are included in Supplementary Table 1.
Wild animals	Study did not involve animals caught in the wild.
Reporting on sex	All animals used in this paper (unless otherwise stated) were hermaphrodite as C. elegans primarily reproduce as hermaphrodites.
Field-collected samples	Study did not involve samples collected from the field.
Ethics oversight	Massachusetts Institute of Technology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

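The RNA-seq of wild-type, *lin-29*, *mab-10* and *ddx-23* young adults is the 1 experiment retold here, with 12 libraries, 3 for each genotype. Per the authors, reads were mapped with STAR 2.5.3a, and RSEM 1.3.0 gave the FPKM of each gene. As deposited, the values are log2 values that the authors made from the FPKM after adding 1, with no filter: 26789 genes are at 0 in every library. The values were used as they are, and an FPKM was taken as 2 to the power of the value, minus 1. The FPKM have 2 decimals, and those of a library sum to between 1038344 and 1130220. Genes with an FPKM of at least 1 in at least 3 libraries were tested, 14199 of 46761.

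The limma model (version 3.58.1 in R 4.3.3, with trend and robust options) held the 4 genotypes and left 8 residual degrees of freedom. Each mutant was compared with the wild-type, and the mutants with each other, with Benjamini-Hochberg adjustment in each comparison. Gene lists numbered 29 fixed before the data were examined, holding 792 tested genes, and 2 that the study chose. The symbols fixed for the mitochondrial list matched no gene name. Its members were then taken as the 12 protein-coding genes annotated on the mitochondrial genome. A list was tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with Fisher's exact test among the genes higher in all 3 mutants. The limma test fry, which takes each list by itself, was also run and served to flag differences between mutants. Gene identifiers are those of the deposited values, for which the authors name the WS258 reference. Positions come from an annotation of the WBcel235 assembly that may be of another release. In it, 14156 of the 14199 tested genes have a position. Of the tested genes, 71 have values identical to those of another gene. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 made the tables and figures.

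In a test on values with planted differences, the share of planted genes found was 80.6% to 98.5%, and 0.538% to 1.63% of the calls were of genes with none planted. Of 50 planted shared genes 45 were found, with 0 others. The noise of these values was drawn independently, with no library series, outlying library or correlation between genes. The shares therefore describe the planted values and may not hold for the calls in the real libraries. Apart from the members of the mitochondrial list, the filter, the threshold, the lists and the alternatives were chosen before the data were examined. The exception among the alternatives is those on the library series, which were added after the values had been seen.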

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

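Every comparison between mutants in this part was set before the data were examined, and the weighing of low values at limited depth, of the library series and of the held-out wild-type library was chosen only after the results had been seen.

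Sperm genes had a median difference of 1.11 between *lin-29* and *mab-10* mutants (0.75 and -0.36 from wild-type), with 31 of 57 higher in *lin-29* mutants (camera adjusted p = 2.95e-15, and adjusted p = 0.431 with an estimated correlation). Between *mab-10* and *ddx-23* mutants their median difference was -1.08 (0.67 from wild-type in *ddx-23* mutants), with 28 lower (2.61e-20, and adjusted p = 0.408 with an estimated correlation). Oocyte and embryo genes had a median difference of -0.26 between *lin-29* and *mab-10* mutants (-0.17 and 0.11, which scaling by the median ratio turned to -0.049), with 3 of 24 lower in *lin-29* mutants (adjusted p = 0.435 with an estimated correlation). Intestinal genes had a median difference of 0.34 between *lin-29* and *mab-10* mutants (0.73 and -0.03, which quantile normalization turned to 0.001 and the library series in the model to 0.15), with 5 of 14 higher in *lin-29* mutants (adjusted p = 0.206 with an estimated correlation). Between *lin-29* and *ddx-23* mutants it was 0.76 (-0.17 from wild-type in *ddx-23* mutants), with 7 higher (adjusted p = 0.318 with an estimated correlation). Genes of the molt had a median difference of 1.99 between *lin-29* and *ddx-23* mutants (2.1 and -0.21, the latter 0.23 with the library series in the model), with 22 of 30 higher in *lin-29* mutants (camera adjusted p = 1.94e-10, and adjusted p = 0.462 with an estimated correlation). Cuticlins had a median difference of 1.20 in the same comparison (1.02 and -0.08), with 10 of 26 higher in *lin-29* mutants (adjusted p = 0.578 with an estimated correlation). Since *ddx-23* mutants have no later library, the series matters here: with it in the model the differences were 1.69 (20 higher) for the genes of the molt and 0.56 (7 higher) for the cuticlins, whose value in *ddx-23* mutants turned to 0.28, so opposite signs are lost for both lists. Spliceosome genes had a median difference of -0.14 between *lin-29* and *ddx-23* mutants (-0.10 and 0.07, which scaling by the median ratio turned to -0.049), with 13 of 53 lower and 1 higher in *lin-29* mutants (adjusted p = 0.578 with an estimated correlation). The L4 collagens had a median difference of -5.49 between *mab-10* and *ddx-23* mutants (-0.82 and 4.87), with 3 of 4 lower in *mab-10* mutants (adjusted p = 0.408 with an estimated correlation).

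That more genes were higher than lower in each mutant could come from scaling between libraries, but higher genes still made up at least 77.6% of the calls in every mutant after scaling by the median ratio. It could also come from low values at limited depth, but among genes with an FPKM of at least 5 in 3 libraries the share was at least 87.05%. Neither test fits its explanation, while quantile normalization, which forces equal distributions, left 63.64% in *mab-10* mutants.

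Larval cuticle genes could be higher because the mutant animals were younger when collected, a hypothesis set to need both oocyte and yolk genes to be lower in every mutant. The yolk genes met their bound, with a median difference of -0.62 or lower in every mutant and 6 lower genes in *lin-29* mutants, and 0 in the others (6 in *mab-10* and 4 in *ddx-23* mutants with the library series in the model). Oocyte and embryo genes, with medians of -0.17, 0.11 and 0.08, did not meet theirs. The result set against the hypothesis also needed yolk genes above their bound in at least 1 mutant. Yolk genes lay narrowly above it in *ddx-23* mutants after quantile normalization, at -0.497, but not in the main values, so age stays open. The wild-type libraries also differed among themselves. In replicates 1, 2 and 3 the mean level of yolk genes was 12.11, 12.1 and 11.23. That of genes of the molt was 1.61, 1.44 and 2.35, and that of oocyte and embryo genes, which were not lower in replicate 3, was 8.48, 8.51 and 8.62. Replicate 3 is the only later wild-type library, so age and library series cannot be told apart within the wild-type. With the library series in the model, at least 10 of the 13 plotted collagens passed in every mutant, so their calls did not need the term left out. The cut was made with the values in view and *ddx-23* mutants have no later library, so this does not exclude the series as a source.

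The 70 genes higher in all 3 mutants could depend on 1 wild-type library that is out of place, and the number was 24 without wild-type replicate 2, which met the bound set beforehand, but it was also 27 without *mab-10* replicate 3. All 70 had all 9 mutant libraries above all 3 wild-type libraries, with medians of at least 1.39 above each wild-type library, but they were called on these same libraries, so this leaves the explanation open. Measured against the wild-type library left out, the genes called without it had medians of 1.61 to 2.72 for wild-type replicates 1 and 2. For wild-type replicate 3 the medians were 1, 0.51 (standard error 0.058) and 0.86 in *lin-29*, *mab-10* and *ddx-23* mutants. The lowest lies within its error of the bound set for this test. That error is taken over genes, which are not independent, against 1 library. It does not measure the spread between wild-type libraries. With the library series in the model the number of genes higher in all 3 mutants was 124, so it did not fall as set for the series as their source. A term placed with the values in view can take up spread and raise the number, so this does not exclude the series. Among 100 groupings of the libraries the real one alone, 1 of 100, reached 70, and the highest other gave 7. Other groupings that kept the 3 wild-type libraries as the reference gave 7 and 6, and those with a mixed reference gave 0. Mixing genotypes adds their differences to the spread within groups. The share therefore does not measure how often 70 shared genes would arise by chance.

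In separate limma fits of the 3 wild-type and 3 mutant libraries, the real grouping called 1421 genes in *lin-29*, 20 in *mab-10* and 740 in *ddx-23* mutants, against 1697, 147 and 724 in the fit of all 12 libraries. Of the 10 ways to split each 6 libraries, 1 reached the number for *lin-29* (next 284), 1 that for *ddx-23* (next 1) and 2 that for *mab-10* mutants. The split that exceeded the real one for *mab-10* mutants, with 938 calls, sets the earlier libraries against the later ones, and 10 splits cannot give a p under 0.05.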

How the results depend on the processing

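The alternatives were set before the data were examined, except for the 3 on the library series (series in the model, earlier series alone, later series alone), which were chosen only after the results had been seen. The counts depend on single libraries and on the setting, those of *mab-10* mutants by large factors on both. Quantile normalization gave 967 higher and 474 lower in *lin-29* (67.11% higher), 63 and 36 in *mab-10* (63.64%) and 152 lower in *ddx-23* mutants (75.2%), 32 higher in all 3, 50, 202 and 37 higher in *lin-29* and *mab-10*, *lin-29* and *ddx-23*, and *mab-10* and *ddx-23*, 4 lower in all 3, 21, 20 and 5 lower in these pairs, 2 enriched lists and 1 list called by camera with an estimated correlation. With no fold threshold 388, 33 and 207 were lower, 1018 higher in *ddx-23*, 503 higher in *lin-29* and *ddx-23*, 24 and 5 lower in *lin-29* and *ddx-23* and in *mab-10* and *ddx-23*, 2 lists were enriched, and 1335, 3012 and 1148 genes differed between *lin-29* and *mab-10*, *lin-29* and *ddx-23*, and *mab-10* and *ddx-23*. A fold over 1.5 gave 227, 29 and 118 lower, 10 lower in *lin-29* and *ddx-23* and 2 enriched lists. The earlier series alone, with 1 *lin-29* and 1 *mab-10* library, gave 205 lower in *lin-29*, 572 and 203 in *mab-10* (73.81%), 1281 and 171 in *ddx-23*, 225 higher in all 3, 334, 539 and 321 in the pairs, 9 lower in all 3, 79, 33 and 36 in the pairs, 3 enriched lists, correlations of 0.441 for *lin-29* with *mab-10* and 0.452 for *mab-10* with *ddx-23*, and 1151 genes that differ between *mab-10* and *ddx-23*. The later series alone, with 1 wild-type library, gave 199 lower in *lin-29*, 343 and 58 in *mab-10*, 283 higher and 23 lower in both, and turned *col-49* in *lin-29* to 1.288 and *col-143* in *mab-10* to 1.454, both against wild-type replicate 3 alone with a spread taken from the mutants. The series in the model gave 312 and 38 in *mab-10*, 1209 and 139 in *ddx-23*, 124 higher in all 3, 222 in *lin-29* and *mab-10*, 163 in *mab-10* and *ddx-23*, 11 and 9 lower in *lin-29* and *ddx-23* and in *mab-10* and *ddx-23*, 3 enriched lists, 2 lists called with an estimated correlation and a correlation of 0.389 for *mab-10* with *ddx-23*. A pseudocount of 0.1 gave 198 higher in *mab-10*, 88 lower in *ddx-23*, 107 higher in all 3, 168 in *lin-29* and *mab-10* and 1 lower in all 3, and a pseudocount of 0.5 or no filter gave 1 lower in all 3. Fits of 6 libraries gave 16 and 4 in *mab-10*, 8 higher in all 3, 16 in *lin-29* and *mab-10*, 8 in *mab-10* and *ddx-23*, 1 lower in all 3, 4 in *lin-29* and *mab-10*, 1 in *mab-10* and *ddx-23*, 0 enriched lists and 533 genes that differ between *lin-29* and *mab-10*. Scaling by the median ratio gave 86 lower in *ddx-23*. Replicate numbers do not pair the libraries (18 pairs with a median residual correlation of 0.0484), and with them as blocks 87 were lower in *ddx-23*. An FPKM of at least 5 gave 0 lower in all 3, 1 in *mab-10* and *ddx-23* and 2 enriched lists. Without 1 library at a time, the counts ranged from 92 to 189 (lower in *lin-29*), 40 to 1049 and 9 to 185 (higher and lower in *mab-10*), 428 to 977 and 31 to 125 (*ddx-23*), 24 to 310 (higher in all 3), 39 to 684, 207 to 533 and 25 to 424 (higher in the pairs), 1 to 10 (lower in all 3), 8 to 83, 3 to 20 and 1 to 44 (lower in the pairs), 1 to 4 (enriched lists), 571 to 1105 (*lin-29* against *mab-10*) and 304 to 1265 (*mab-10* against *ddx-23*), and the correlations from 0.289 to 0.455 (*lin-29* with *ddx-23*) and 0.23 to 0.472 (*mab-10* with *ddx-23*).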

Differences from the paper's values

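The alternatives compared here were set before the data were examined, except for those on the library series, which were chosen only after the differences had been seen.

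The paper tested read counts with DESeq2, and the values used here are log2(FPKM+1) tested with limma, so counts of genes can differ. Its Source Data for Fig. 4c give 223 genes lower in *lin-29* mutants, against 120 here, and a pseudocount of 0.1, scaling by the median ratio, a fold over 1.5 or leaving out wild-type replicate 3 brings the count within 1.5 times of the paper's. They give 319 genes higher in *mab-10* mutants, against 128 here, and no alternative set beforehand reaches that range, while the library series in the model gives 312. They give 66 genes lower in *mab-10* mutants, against 19 here (78 without *mab-10* replicate 1), and 206 lower in *ddx-23* mutants, against 57 here (152 after quantile normalization and 207 with no fold threshold). For genes higher in all 3 mutants the paper states 102, against 70 here, which is within 1.5 times.

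In the Venn diagrams of Supplementary Fig. 4a and 4b, about 260 genes are higher in *lin-29* and *mab-10* mutants, against 99 here (222 with the library series in the model), and the 330 of *lin-29* and *ddx-23* mutants and the 2 lower in all 3 match. Among lower genes, about 27 are shown for *lin-29* and *mab-10*, about 17 for *lin-29* and *ddx-23* and about 8 for *mab-10* and *ddx-23* mutants, against 13, 6 and 3 here (21, 20 and 5 after quantile normalization). The paper describes no overlap among lower genes, and here the 2 genes shared by all 3 mutants stand beside 0.000645 from independent lists, which leaves out the shared wild-type libraries, and 0 in simulated unchanged groups, 1 of them a histone gene whose read assignment is uncertain.

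For genes higher in all 3 mutants, Fig. 4d counts about 14 collagens, about 3 tyrosinases and about 3 Patched-related genes, against 9, 1 and 1 here. The figure counts annotated protein domains, and the counts here are of members of fixed lists. Collagens come within 1.5 times with a pseudocount of 0.1 or 0.5, an FPKM of at least 5, replicate numbers as blocks, or without wild-type replicate 3, *lin-29* replicate 1 or *mab-10* replicate 1 (17). Tyrosinases do so without wild-type replicate 3 or *mab-10* replicate 1 (3 in both cases), and Patched-related genes with a pseudocount of 0.1 or without wild-type replicate 3, *lin-29* replicate 1 or *mab-10* replicate 1 (2 in each case). Patched-related genes were not enriched here (adjusted p = 0.543 from Fisher's exact test).

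The legends of the bar plots of single genes put every comparison under the 0.01 threshold. With the paper's unpaired test on the log2 values, 38 of 54 comparisons fall under it, and by limma 43 of them have an adjusted p under 0.05. Of 72 bars read from Supplementary Fig. 4d and 4e, 68 lie within 0.15 of the mean of the same gene here, and the largest distance is 0.41.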

Other observations

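The groups described here were fixed before the data were examined, except for the comparison of the library series, which was chosen only after the values had been seen. The members of the mitochondrial list were taken from the annotation, as its fixed symbols matched no gene name. Members of a list are counted as higher or lower by an adjusted p under 0.05 alone, with no fold threshold.

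Antimicrobial peptide genes, many of them expressed in the epidermis, were higher in number 22, 2 and 17 of 35 in *lin-29*, *mab-10* and *ddx-23* mutants, with 1 lower in each (25, 15 and 19 higher and 1 lower in each adjusted over the list alone), and adjusted p = 0.338, 0.490 and 0.436 with an estimated correlation. Without 1 library the higher ones ranged from 11 (without *lin-29* replicate 2 or 3) to 26 in *lin-29*, from 1 to 11 (without wild-type replicate 3) in *mab-10* and from 11 (without *ddx-23* replicate 1) to 18 in *ddx-23* mutants, and with the library series in the model 19, 4 and 19 were higher. Among them *cnc-4* was higher by 4.87 in *lin-29* and 5.87 in *ddx-23* mutants (adjusted p from limma 0.00151 and 0.00108). All 6 vitellogenins, which encode yolk proteins made in the adult intestine, were lower in *lin-29* mutants and none in *mab-10* or *ddx-23* mutants (6, 5 and 0 adjusted over the list alone), with adjusted p = 0.133, 0.242 and 0.442 with an estimated correlation. By the 2-fold threshold 4 of the 6 were lower in *lin-29* mutants. With the library series in the model 6 were lower in *mab-10* and 4 in *ddx-23* mutants, and without wild-type replicate 3, 5 were lower in *mab-10* and 2 in *ddx-23* mutants. The gene *vit-1* fell by 3.13 and *vit-5* by 1.58 in *lin-29* mutants (adjusted p from limma 0.00114 and 2.21e-05). Sperm genes were higher in number 13, 0 and 6 of 57 (22, 0 and 17 higher and 1 lower in *ddx-23* mutants adjusted over the list alone). Without 1 library these ranged from 3 (without wild-type replicate 2) to 18 in *lin-29* and from 0 (without wild-type replicate 2) to 8 in *ddx-23* mutants, and with the library series in the model 11, 0 and 8 were higher and 1 was lower in *ddx-23* mutants. Histone genes were higher in number 25, 0 and 3 of 64, with 3, 1 and 2 lower (38, 0 and 3 higher and 3, 1 and 2 lower adjusted over the list alone), and without 1 library the higher ones ranged from 16 to 40, 0 to 2 and 0 to 4 (29, 0 and 8 with the library series in the model). Of 30 structural and processing genes of the molt 24, 0 and 2 were higher (25, 0 and 4 higher and 4 lower in *ddx-23* mutants adjusted over the list alone), and of 26 cuticlins 8, 0 and 1 (11, 1 and 1 adjusted over the list alone). Without 1 library, the genes of the molt ranged from 19 to 27, 0 to 11 and 1 to 3, and the cuticlins from 3 (without *lin-29* replicate 2 or 3) to 18 (without *lin-29* replicate 1), 0 to 7 (without wild-type replicate 3 or *mab-10* replicate 1) and 1 to 2. With the library series in the model, 25, 5 and 7 genes of the molt were higher and 0, 1 and 2 lower, and 11, 5 and 3 cuticlins were higher. Of 12 protein-coding genes of the mitochondrial genome 0, 0 and 4 were higher (0, 0 and 9 adjusted over the list alone), and of 30 FMRFamide-like neuropeptide genes 0, 0 and 4 (0, 0 and 11 adjusted over the list alone). The mitochondrial genes in *ddx-23* mutants ranged from 1 to 5 without 1 library and were 9 with the library series in the model. The neuropeptide genes ranged from 0 to 20 (without wild-type replicate 3) in *mab-10* mutants and from 0 (without wild-type replicate 2 or *ddx-23* replicate 1) to 16 (without wild-type replicate 3) in *ddx-23* mutants, and were 29 there with the library series in the model.

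Genes lower in *lin-29* mutants lay on chromosome X in 50 of 120 cases (odds ratio 4.43, adjusted p = 1.80e-12 from Fisher's exact test). Chromosome V held 432 of the 1568 placed genes higher in *lin-29* and 212 of the 665 higher in *ddx-23* mutants (odds ratio 1.67 and 2.00, adjusted p = 1.65e-14 and 2.10e-13 from Fisher's exact test). Within 2 Mb of *lin-29*, 14.8% of genes were called in *lin-29* mutants, against 11.8% elsewhere (adjusted p = 0.0866 from Fisher's exact test), and within 2 Mb of *ddx-23*, 1.89% were called in *ddx-23* mutants, against 5.28% elsewhere (3.03e-05). That region was also low in calls in *lin-29* mutants, with 5.82% against 12.3% elsewhere (adjusted p = 1.15e-07 from Fisher's exact test), so this is not particular to *ddx-23* mutants. These tests take genes as independent, which neighbors on a chromosome need not be. In the later library series 26 of 30 FMRFamide-like genes, 14 of 14 pan-neuronal genes, 21 of 26 cuticlins and 18 of 30 genes of the molt were higher than in the earlier series, and 5 of 6 vitellogenins were lower.

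For the remaining lists, the counts are given in the order *lin-29*, *mab-10* and *ddx-23* mutants, with those adjusted over the list alone and the ranges without 1 library and the counts with the library series in the model in brackets. Of 18 heterochronic genes, 6, 0 and 3 were higher (6, 6 and 3 adjusted over the list alone, 3 to 11, 0 to 10 and 1 to 4 without 1 library, and 7, 2 and 6 with the series). Of 13 seam and hypodermal regulators, 3, 2 and 3 were higher (3, 4 and 3 adjusted over the list alone, 3 to 5, 0 to 4 and 2 to 3 without 1 library, and 4, 4 and 3 with the series). Of 12 regulators of the molting cycle, 5, 0 and 0 were higher (7, 4 and 3 adjusted over the list alone, 5 to 8, 0 to 6 and 0 to 2 without 1 library, and 6, 2 and 3 with the series). Of 14 body wall muscle genes, 5, 0 and 3 were higher (5, 2 and 6 adjusted over the list alone, 1 to 9, 0 to 5 and 1 to 4 without 1 library, and 6, 1 and 9 with the series). Of 14 pharynx genes, 4, 0 and 1 were higher (6, 8 and 1 adjusted over the list alone, 2 to 9, 0 to 9 and 1 to 3 without 1 library, and 8, 5 and 5 with the series). Of 14 intestinal genes, 7, 0 and 0 were higher (8, 0 and 0 adjusted over the list alone, 5 to 8, 0 to 4 and 0 to 1 without 1 library, and 7, 0 and 0 with the series) and 1, 0 and 1 were lower (1, 3 and 1 adjusted over the list alone, 0 to 1, 0 to 3 and 0 to 2 without 1 library, and 1, 1 and 2 with the series). Of 14 pan-neuronal genes, 1, 0 and 1 were higher (0, 7 and 2 adjusted over the list alone, 0 to 3, 0 to 10 and 0 to 5 without 1 library, and 2, 6 and 11 with the series). Of 14 heat shock genes, 0, 0 and 1 were higher (0, 1 and 1 adjusted over the list alone, 0 to 6, 0 to 5 and 0 to 1 without 1 library, and 0, 1 and 5 with the series) and 0, 0 and 0 were lower (0, 0 and 2 adjusted over the list alone, 0 to 0, 0 to 0 and 0 to 2 without 1 library, and 0, 0 and 1 with the series). Of 24 oocyte and embryo genes, 1, 0 and 0 were higher (1, 0 and 0 adjusted over the list alone, 1 to 1, 0 to 2 and 0 to 0 without 1 library, and 1, 0 and 1 with the series) and 3, 0 and 0 were lower (3, 0 and 0 adjusted over the list alone, 3 to 13, 0 to 0 and 0 to 0 without 1 library, and 3, 0 and 0 with the series). Of 21 germline genes, 1, 0 and 0 were lower (1, 0 and 0 adjusted over the list alone, 1 to 6, 0 to 1 and 0 to 2 without 1 library, and 2, 0 and 4 with the series). Of 53 spliceosome genes, 0, 0 and 4 were higher (0, 0 and 5 adjusted over the list alone, 0 to 3, 0 to 0 and 2 to 5 without 1 library, and 2, 0 and 6 with the series) and 3, 0 and 2 were lower (0, 0 and 2 adjusted over the list alone, 0 to 16, 0 to 1 and 1 to 3 without 1 library, and 6, 0 and 4 with the series). Of 28 cell cycle genes, 0, 0 and 0 were higher (0, 0 and 0 adjusted over the list alone, 0 to 1, 0 to 1 and 0 to 0 without 1 library, and 0, 0 and 0 with the series) and 0, 0 and 0 were lower (0, 0 and 0 adjusted over the list alone, 0 to 8, 0 to 0 and 0 to 0 without 1 library, and 1, 0 and 1 with the series). Of 78 ribosomal protein genes, 0, 0 and 0 were higher (0, 0 and 0 adjusted over the list alone, 0 to 1, 0 to 1 and 0 to 0 without 1 library, and 0, 0 and 0 with the series) and 1, 0 and 1 were lower (1, 0 and 1 adjusted over the list alone, 1 to 35, 0 to 7 and 0 to 27 without 1 library, and 1, 0 and 9 with the series). Of 3 ribosomal RNA genes, 0, 0 and 1 were lower (0, 0 and 3 adjusted over the list alone, 0 to 0, 0 to 0 and 0 to 1 without 1 library, and 0, 0 and 1 with the series). By the 2-fold threshold, 4, 0 and 0 heterochronic and 0, 0 and 0 muscle genes were higher.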
